# BCL6 regulates skeletal muscle mass and mitochondrial bioenergetics

**DOI:** 10.1016/j.molmet.2026.102367

**Published:** 2026-04-13

**Authors:** Shirine E. Usmani, Jean-Philippe Leduc-Gaudet, Stephanie Chau, Catherine A. Bellissimo, Shabana Vohra, Krystel Desjardins, Evan Pollock-Tahiri, Irisa Shi, Felice Chun, Anthony Capobianco, Pascale Delisle, Wanda Dupebe, Marina Cefis, Vincent Marcangeli, Martha Ghebreselassie, Yu-Cheng Liang, Yasufumi Seki, Dominique Mayaki, Sabah Hussain, Ewan Goligher, Mohit Kapoor, Marius Locke, Gilles Gouspillou, Minna Woo

**Keywords:** Skeletal muscle, Muscle atrophy, Mitochondria, Respiration, Oxidative phosphorylation, Endurance training

## Abstract

The transcriptional repressor B cell lymphoma 6 (BCL6) is highly expressed in skeletal muscle. Although transcriptome-wide studies have shown BCL6 dysregulation in muscular dystrophies, investigations into its endogenous roles in muscle biology remain scarce. We therefore generated skeletal muscle-specific *Bcl6* knockout (M-*Bcl6* KO) mice and used adeno-associated virus to knockdown (KD) *Bcl6* selectively in limb muscles of mice. In both models, *Bcl6* deficiency led to reduced muscle mass and contractility. Single-nucleus RNA sequencing and biochemical analyses revealed upregulation of *Socs2,* and inhibition of the IGF1/AKT pathway. Mitochondrial respiration was significantly reduced in permeabilized myofibers upon *Bcl6* KO and KD, and electron microscopy showed decreased mitochondrial density and altered morphology. Pathways regulating mitochondrial quality control were also downregulated. While Bcl6 KO did not significantly impair baseline treadmill running capacity, it blunted the adaptive response to endurance training. These findings demonstrate that *Bcl6* is a critical regulator of skeletal muscle mass and mitochondrial bioenergetics, acting through transcriptional control of signaling and metabolic pathways essential for the maintenance of muscle mass and function.

## Highlights

• *Bcl6* is most highly expressed in skeletal muscle and essential for its function and mass.
• *Bcl6* is essential for maintening mitochondrial morphology and bioenergetics.
• *Bcl6* is important in the adaptive response to endurance training.
• Loss of *Bcl6* upregulates *Socs2* and alters the IGF1/AKT pathway in skeletal muscle.

## 1 Introduction

Skeletal muscle is the most abundant tissue in the human body and is essential for a broad range of physiological functions, including postural control, balance, locomotion, and breathing, as well as thermogenesis and the regulation of systemic metabolic homeostasis [1]. Given its central role in whole-body physiology, it is not surprising that skeletal muscle mass is a robust predictor of longevity and overall health [2,3]. Skeletal muscle atrophy, defined as loss of muscle mass, is a hallmark of numerous pathological or deleterious conditions, including muscular dystrophy, sepsis, cancer cachexia, immobilization, and aging [[4], [5], [6]]. Despite its profound clinical relevance, the molecular mechanisms governing the maintenance of skeletal muscle mass and function remain incompletely understood, contributing to the current lack of effective therapeutic strategies to prevent or reverse muscle wasting [7,8].

Recent studies have positioned the transcriptional repressor B-cell lymphoma (BCL6), best known for its regulatory role in humoral immune response and its oncogenic role in lymphoma [9], as a potential regulator of skeletal muscle physiology. Interestingly, this gene is most highly expressed in skeletal muscle; however, investigations into the role played by *BCL6* in skeletal muscle health and disease remain limited [10]. *In vitro* studies have demonstrated that BCL6 contributes to myogenic differentiation by inhibiting apoptosis in differentiating myoblasts and facilitating cell cycle exit to promote terminal differentiation [[11], [12], [13], [14]]. BCL6 was also reported as a critical regulator of glucose homeostasis and lipid metabolism in metabolically active tissues [[15], [16], [17], [18]], including the liver and adipose tissue. Recent studies have shown that muscle-specific *Bcl6* knockout in mice causes muscle wasting during growth and development, primarily through the dysregulation of anabolic and catabolic pathways [19,20]. *Bcl6* knockout was also associated with transcriptional downregulation of genes involved in various metabolic pathways [19,20], suggesting mitochondrial maladaptation in response to *Bcl6* deficiency. However, whether BCL6 regulates mitochondrial function remains unexplored.

To address this knowledge gap, we generated a skeletal muscle-specific *Bcl6* knockout (M-*Bcl6* KO) mouse model and used adeno-associated virus (AAV) to knock down (KD) *Bcl6* in adult mice. In line with recently published studies [19,20], we report that *Bcl6* KO causes substantial muscle atrophy and weakness, likely resulting from upregulation of *Socs2* and subsequent inhibition of the IGF-1/AKT signalling pathway. Strikingly, our investigations revealed that *Bcl6* KO and KD result in significant alterations in mitochondrial bioenergetics. Analyses of transmission electron micrographs revealed reduced mitochondrial density and altered mitochondrial morphology in M-*Bcl6* KO mice, alongside alterations in pathways regulating mitochondrial quality control. Additionally, while baseline treadmill running capacity was unaffected in Bcl6 KO mice, the absence of Bcl6 substantially impaired their ability to mount a normal endurance-training adaptation. These findings corroborate recent reports identifying BCL6 as a central regulator of skeletal muscle mass and extend current knowledge by revealing its previously unrecognized role in modulating mitochondrial bioenergetics.

## 2 Results

### 2.1 *BCL6* is highly expressed in skeletal muscle tissue

We first examined *Bcl6* gene expression across various human tissues. Data from the Genotype-Tissue Expression (GTEx) Portal (https://gtexportal.org/home/) revealed that *Bcl6* expression is significantly higher in skeletal muscle compared to other tissues, including adipose tissue, lung, spleen, liver, and heart (Figure 1A). Given the complexity of muscle tissue, we next analyzed a published dataset from MyoAtlas (https://research.cchmc.org/myoatlas/) [21] of snRNA-seq from mouse tibialis anterior (TA) muscle to identify which nuclei within the muscle tissue express *Bcl6.* The MyoAtlas snRNA-seq data revealed that *Bcl6* is expressed in all cell types present in muscle tissues, including type IIX and IIB fibers, tenocytes, as well as satellite cells, fibro-adipogenic progenitors, endothelial cells, immune cells, and smooth muscle cells (Figure 1B). In myofibers, *Bcl6* is also expressed in myonuclei present at the neuromuscular and myotendinous junctions (Figure 1B). Among these, the highest expression was observed in satellite cells, while the lowest was detected in smooth muscle cells. Taken together, these gene expression data indicate that *Bcl6* is highly expressed in skeletal muscles, suggesting that BCL6 may be important for muscle homeostasis. We next assessed *Bcl6* expression in skeletal muscle during aging using high-throughput datasets obtained from SarcoAtlas (https://sarcoatlas.scicore.unibas.ch/) [22], which demonstrates that *Bcl6* expression progressively decreases with aging throughout the lifespan in mice (Figure 1C). This observation indicates that *Bcl6* expression is downregulated in aged skeletal muscle, similar to other models of muscle atrophy, as shown in transcriptome-wide studies that report reduced *Bcl6* expression in the muscles of cancer cachexia mouse models [23,24].

**Figure 1:**
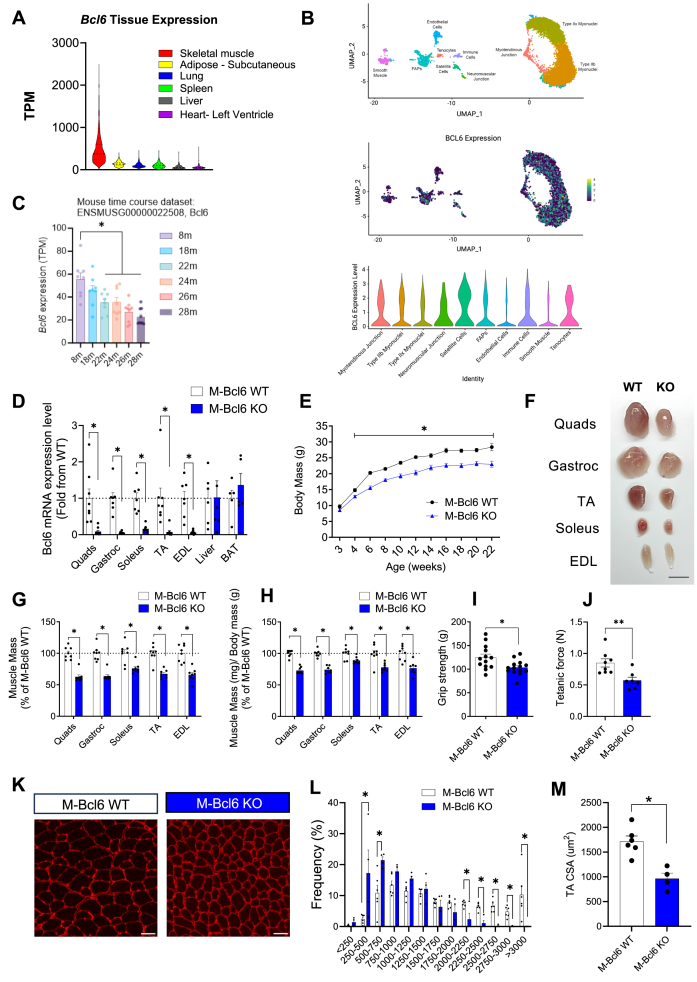
***BCL6* is highly expressed in human and mouse skeletal muscle and is essential for regulating muscle mass and function. (A)** RNA-seq data for *BCL6* tissue-specific expression pattern in various human tissues obtained from GTEx database. Expression values are shown in transcripts per million (TPM). **(B)** Unbiased clustering of snRNA-seq data of 5-month-old TA muscle represented on a UMAP (upper panel). UMAP (middle panel) and violin plots (lower panel) showing *Bcl6* gene expression for different cell populations. Data obtained from MYOATLAS database. Expression values are shown as a probability distribution across clusters. **(C)** Expression pattern of *Bcl6* from the gastrocnemius of old wild-type mice at various time points obtained from SarcoAtlas database. Expression values are shown in transcripts per million (TPM). **(D)** Quantification of *Bcl6* mRNA expression in various muscles and non-muscle tissue from 10 to 12-week-old mice assessed by RT-qPCR. Data was normalized by the housekeeping gene *36B4* and expressed as fold change compared to M-*Bcl6* WT. *n* = 4–9 per group. **(E)** Body mass of M-*Bcl6* WT and KO male mice at the indicated ages. *n* = 4–9 per group. **(F)** Representative images of the various muscle groups from the M-*Bcl6* WT (left) and M-*Bcl6* KO (right) mice at 10–12 weeks of age. Scale bar = 0.5 cm. **(G)** Tissue weights of various muscles from male M-*Bcl6* WT and M-*Bcl6* KO mice at 10–12 weeks of age. Tissue weights are shown as percent of those from M-*Bcl6* WT. *n* = 8 per group. **(H)** Tissue weights of various muscles from male M-*Bcl6* WT and KO mice normalized to body mass at 10–12 weeks of age. Normalized data are shown as percent of M-*Bcl6* WT. *n* = 8 per group. **(I)** Absolute forelimb grip strength measured in male M-*Bcl6* WT and M-*Bcl6* KO mice at 8 weeks of age. *n* = 13–14 per group. **(J)** Absolute tetanic force of gastrocnemius muscle of male M-*Bcl6* WT and KO mice at 12–15 weeks of age. *n* = 7–8 per group. **(K)** Representative images of laminin staining of the TA muscle of male M-*Bcl6* WT and KO mice, Scale bar = 50 μm; and **(L)** quantification of their myofiber cross sectional area (CSA) and **(M)** their average CSA. *n* = 4–6 per group. Data in D, E, G, H and L were analyzed with two-way ANOVA and corrections for multiple comparisons were performed with the two-stage step-up method of Benjamini, Krieger, and Yekutieli (∗p < 0.05 and q < 0.1). Data in I, J, and M were analyzed with unpaired two tailed Student's *t-*test (∗p < 0.05 and ∗∗p < 0.01). Data are presented as mean ± SEM (with individual data points).

### 2.2 Mice with skeletal muscle-specific *Bcl6* deficiency have reduced body mass, muscle mass and strength without defects in glucose homeostasis

To investigate the *in vivo* role of *Bcl6* in skeletal muscle, we generated a muscle-specific-*Bcl6* knockout (M-*Bcl6* KO) mouse model using the Cre-LoxP system under control of the *Myf6* promoter. We have previously reported that this *Cre* transgene is exclusively expressed in skeletal muscle cells [25]. To ensure efficient gene deletion, we used *Bcl6* floxed mice with loxP sites that flank exons 7–9 of the *Bcl6* gene, which contains the zinc-finger motifs responsible for DNA binding [26]. To verify the specificity of *Bcl6* deletion in muscle, we quantified *Bcl6* expression by RT-qPCR in multiple tissues. As shown in Figure 1D, *Bcl6* mRNA was efficiently deleted selectively in skeletal muscles, including the quadriceps (QUAD), gastrocnemius (GAS), soleus, extensor digitorum longus (EDL), and tibialis anterior (TA), but not in the liver. Also, *Bcl6* was not deleted in brown adipose tissue (BAT), which shares common lineage to skeletal muscle during development [27], further demonstrating tissue-specific deletion (Figure 1D).

M-*Bcl6* KO mice were born in Mendelian ratio and appeared normal at birth, with their body mass similar to littermate controls, suggesting no defects during development (Figure 1E and Supplemental 1A). However, as early as 4 weeks of age, their body mass was significantly lower compared to age- and sex-matched control mice (Figure 1E and Supplemental 1A). This lower body mass persisted throughout adulthood, where the difference compared to control littermates was maintained without apparent progression. This reduction in body mass was sustained to 1 year of age in both male and female M-*Bcl6* KO mice (Supplemental 1B–C). Given the importance of skeletal muscle in glucose homeostasis as a major site of glucose disposal, we explored whether loss of *Bcl6* impacted glucose and insulin tolerance. Interestingly, there were no significant differences in glucose or insulin tolerance in 15-week-old M-*Bcl6* KO male and female mice compared to their control littermates (Supplemental 1D-G). Furthermore, these analyses even at 1 year of age revealed no major differences between M-*Bcl6* KO mice and WT mice in both sexes (Supplemental 1H–K). These findings suggest that loss of *Bcl6* does not result in major alterations in whole-body glucose homeostasis.

Along with their lower total body mass, both male and female M-*Bcl6* KO mice exhibited visibly smaller hindlimb muscle groups (Figure 1F) with a significant decrease in muscle mass as compared to littermate controls (Figure 1G and Supplemental 2A). This decline in muscle mass persisted even after normalization to total body mass (Figure 1H and Supplemental 2B). This atrophic phenotype was seen across all muscle groups, with M-*Bcl6* KO mice displaying a lower muscle mass for the Quads, GAS, soleus, TA and EDL muscles. The weights of other tissues, including the heart, liver, lungs, pancreas, or epididymal adipose tissue were comparable to those of littermate controls, indicating that muscle *Bcl6* did not have any major effect outside of the tissue in which the gene was deleted (Supplemental 2C-D). The loss of muscle mass was also evident at 1 year of age in both male and female M*-Bcl6* KO mice (Supplemental 2E-F).

In line with data indicating muscle atrophy, M-*Bcl6* KO mice displayed lowered grip strength as compared to sex-matched control mice (Figure 1I and Supplemental 2G). These differences in grip strength were not present when normalized to body mass (Supplemental 2H–I), indicating that muscle weakness caused by *Bcl6* deletion is likely primarily driven by muscle atrophy rather than intrinsic muscle contractile dysfunction. Muscle atrophy-associated weakness persisted in both male and female M-*Bcl6* KO mice that aged to 1 year (Supplemental 2J-K). Similarly, the *in vivo* force generation of the GAS muscle was decreased by ∼32% in male M-*Bcl6* KO mice compared to WT mice (Figure 1J). As well, histological analysis of TA muscle sections revealed that M-*Bcl6* KO mice had a greater proportion of small fibers and a lower proportion of large fibers *vs* M-*Bcl6* WT controls (Figure 1KandL). BCL6-deficient muscle displayed a ∼40% lower myofiber mean cross-sectional area (CSA) compared to M-*Bcl6* WT controls (Figure 1M). These results collectively demonstrate that muscle-specific *Bcl6* deletion induced significant myofiber atrophy.

### 2.3 AAV-mediated *Bcl6* knockdown in adult mice reduces muscle mass and contractility

We next investigated whether adeno-associated virus (AAV)-mediated acute knockdown (KD) of *Bcl6* in adult mice would also alter muscle mass and function. Using the contralateral limb as an endogenous control, we determined the effects of AAV-mediated acute KD of *Bcl6* in TA and GAS muscles of 30-week-old mice (Figure 2A). RT-qPCR analysis confirmed that our approach resulted in ∼50% KD in *Bcl6* gene expression in TA muscle at 4 weeks post-injection (Figure 2B). Remarkably, and in line with data shown in M*-Bcl6* KO mice, the TA and GAS masses were lower in *Bcl6-*KD muscles compared to AAV-scrmb injected muscles (Figure 2B–D). Given that myofiber type composition influences both contractile and metabolic properties, we next examined fiber type distribution in TA muscles using a triple myosin heavy chain (MHC) immunolabelling on muscle cross-sections (Figure 2E). Notably, acute KD of *Bcl6* did not alter the proportion of type IIB, IIX, and IIA myofibers (Figure 2F), indicating unaltered myofiber composition. However, consistent with the muscle atrophy seen in M-*Bcl6* KO mice, knockdown of *Bcl6* also resulted in a significant decrease (∼18%) in myofiber CSA in TA muscles, compared to AAV-scrmb injected muscles (Figure 2G). We next measured the effects of *Bcl6*-KD on muscle function *in vivo* by measuring the force generated by the hindlimb dorsiflexor muscles in anesthetized mice using electrical stimulation via surface electrodes. Consistent with our observation in M-*Bcl6* KO mice, we found a significant reduction in *in vivo* isometric torque production in *Bcl6*-KD muscles (Figure 2H). Together, these data reveal that even acute KD of *Bcl6* in fully developed normal adult muscle in an inducible manner is sufficient to cause muscle atrophy and weakness, highlighting the critical role of *Bcl6* in the maintenance of muscle homeostasis.

**Figure 2:**
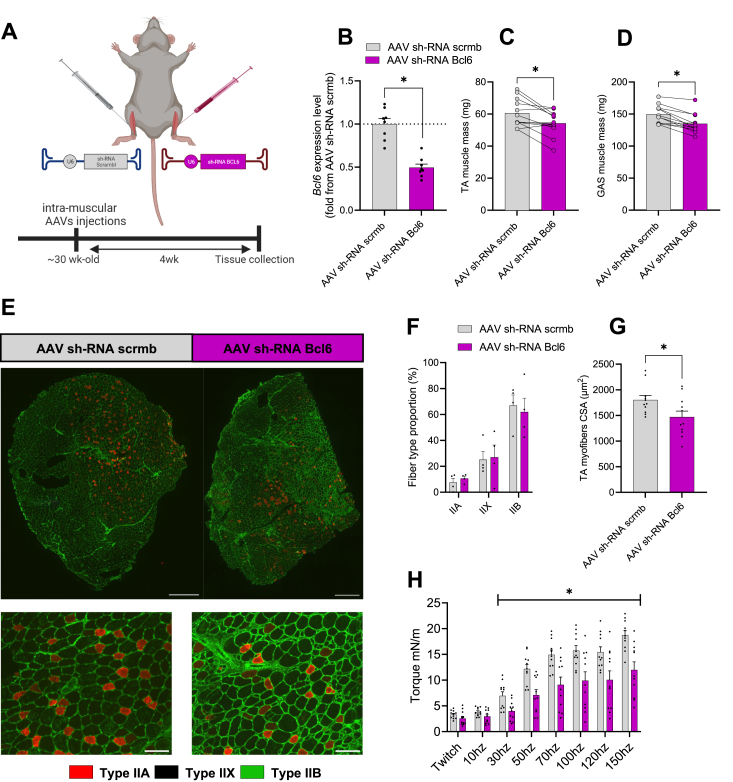
**AAV-KD of *Bcl6* in adult mice causes muscle atrophy and weakness. (A)** Schematic representation of experimental design created with BioRender.com. **(B)** Quantification of *Bcl6* mRNA expression from male mice injected with either AAV-scrmb or AAV-sh*Bcl6* knockdown (KD) in tibialis anterior (TA) muscle assessed by RT-qPCR. *n* = 7–8 per group. **(C)** Tissue mass of TA muscle from male mice injected with either AAV-scrmb and AAV-sh *Bcl6* KD muscle. *n* = 8 per group. **(D)** Tissue mass of gastrocnemius (GAS) muscle from male mice injected with either AAV-scrmb and AAV-sh*Bcl6* KD muscle. *n* = 8 per group. **(E)** Representative myosin heavy chain (MHC) immunolabelling of fiber type proportion in TA muscle of male mice injected with either AAV-scrmb or AAV-sh*Bcl6* KD. Large Scale bars = 200 μm, inset scale bar = 50 μm. **(F)** Analysis of fiber type proportion in TA muscle of male mice injected with either AAV-scrmb or AAV-sh*Bcl6* knockdown. *n* = 4–5 per group. **(G)** Average cross-sectional area (CSA) of TA muscle of male mice injected with either AAV-scrmb or AAV-sh*Bcl6* knockdown. *n =* 11 per group. **(H)***In vivo* isometric plantarflexor torque measured at 4 weeks post-AAV injection. *n* = 11 per group. Data in B, C, D, F and G were analyzed with paired two-tailed Student's *t*-test (∗p < 0.05). Data in H was analyzed with two-way ANOVA and corrections for multiple comparisons were performed with the two-stage step-up method of Benjamini, Krieger, and Yekutieli (∗p < 0.05 and q < 0.1). Data are presented as mean ± SEM (with individual data points).

### 2.4 *Bcl6*-deficiency alters pathways regulating protein synthesis and degradation

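Single-nucleus RNA sequencing captures single nuclei in droplets and tags each RNA molecule with a unique molecular identifier (UMI), so that repeated reads of 1 molecule are counted once. Nuclei from the right and left tibialis anterior (TA) muscles of 2 male mice per genotype, 6 weeks old, were pooled into 1 library of M-*Bcl6* KO muscle and 1 library of M-*Bcl6* WT muscle, the controls being littermates that carry the Cre transgene without the floxed alleles. With 1 library per genotype there was no replicate check, and no test, p-value or standard error was computed across nuclei. Shares carry exact Clopper-Pearson 95% intervals and UMI sums exact Poisson 95% intervals, all of which cover counting error only. The authors deposited whole UMI counts per gene and nucleus, made with Cell Ranger 7.0.0 and not normalized. The methods name a 10x Chromium 3′ gene expression kit, whereas the sample labels name the 10x Multiome kit, and the counts do not settle which was used. The paper's text does not name the genome build or say whether intronic reads were counted. Of the gene identifiers, 32158 are in GENCODE M21, which gives the GRCm38 coordinates used here. The library labelled WT held 3798 barcodes and 11974138 UMIs, with a median of 2595 UMIs per barcode (range 501 to 21582). The library labelled KO held 4096 barcodes and 12026013 UMIs, with a median of 2494 UMIs per barcode (range 506 to 18038). The methods give a sequencing depth in reads per nucleus, a different unit from these UMIs. After the filters on genes, mitochondrial share and doublets, the libraries were integrated with Seurat's RPCA anchors and clustered. The clustering was repeated without the 850 genes whose expression in myonuclei differed 2-fold or more between the libraries, so that the clusters did not rest on those genes. UMIs were summed per library over all nuclei of a class and scaled by all UMIs of those nuclei (CPM), and the change is the log2 ratio of the CPM of the library labelled KO over that of the library labelled WT. Its interval is exact and conditional on the gene's total UMIs. Over the 6983 genes with at least 200 UMIs in myonuclei of the 2 libraries together, the median log2 ratio was −0.15. The typical change was −0.12 by edgeR's TMM method and −0.12 by median-of-ratios scaling, so changes are also given relative to the median of all genes.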

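The gene targeted in these mice, *Bcl6* (ENSMUSG00000022508), lies on the reverse strand of chromosome 16 from 23965052 to 23988852 in GRCm38. In myonuclei it had 1485 UMIs in the library labelled M-*Bcl6* WT, or 168 CPM (95% interval 159 to 176). In the library labelled M-*Bcl6* KO it had 4842 UMIs, or 501 CPM (487 to 516). The log2 ratio was 1.58 (1.50 to 1.67), or 1.73 relative to the median of all genes. The counts of the targeted gene thus go against the label, and the 2 libraries are called the library labelled KO and the library labelled WT for every direction given here. In each of the 5 myonuclear clusters with at least 100 nuclei of each library, the log2 ratio was above 0, from 0.82 (0.69 to 0.96) to 2.23 (2.02 to 2.46). Among the alternatives tried, TMM and median-of-ratios scaling moved the log2 ratio most, each to 1.7. The deposited counts are per gene, so they do not show which exons the UMIs came from. Transcript Bcl6-201 has 10 exons and 3525 bases. The paper describes loxP sites around exons 7–9, and in the numbering of this transcript the RT-qPCR primers start in exons 7 and 9 and give a product of 194 bases. Exon 10 of this transcript, from 23965052 to 23966268, holds the 3′ end, the side from which a 3′ assay reads. Whether the paper's exon numbers are those of this transcript is not stated in its text.

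**Figure D1:**
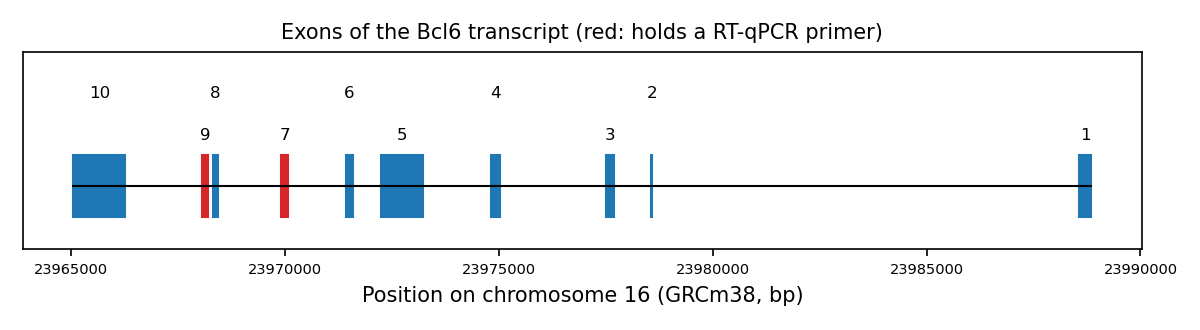
Exons of transcript Bcl6-201 on chromosome 16 (GRCm38, base pairs on the horizontal axis), with the exon number over each box. The gene is read from right to left, exons 7 and 9 in red each hold a RT-qPCR primer, and exon 10 lies at the 3′ end.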

To uncover the transcriptional changes driving muscle atrophy in BCL6-deficient muscle, we performed single-nucleus RNA sequencing (snRNA-seq) in TA muscle from M-*Bcl6* KO and M-*Bcl6* WT mice (Figure 3A). 

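Nuclei were kept with at least 200 genes, at most 5000 genes and at most 5% of UMIs from mitochondrial genes, and genes were kept when found in at least 3 nuclei. The upper limits are not in the paper's text and were set here. The limit on mitochondrial share removed 9 barcodes from the library labelled WT and 18 from the library labelled KO, and the limits on genes removed 0 in each. Scrublet scores ranked the rest as doublets, which are droplets with more than 1 nucleus. The 115 barcodes with the highest scores were removed from the library labelled WT (3.03%) and 134 from the library labelled KO (3.27%), at an expected rate of 0.8% per 1000 barcodes. This left 3674 nuclei in the library labelled WT and 3945 in the library labelled KO, 7619 in total. The nuclei kept had a median of 2555 UMIs in the library labelled WT and 2479 in the library labelled KO. Removing no doublets moved the total most, to 7867 nuclei.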

After quality control, we retained a total of 6921 nuclei, including 3320 nuclei from control group and 3601 nuclei from M-*Bcl6* KO muscles. 

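Clusters were named from lists of marker genes, and a name ends in -like to mark that it rests on those markers alone. Clusters were called myonuclear by 10 markers (*Ttn*, *Neb*, *Ckm*, *Tnnt3*, *Ryr1*, *Atp2a1*, *Trdn*, *Dmd*, *Mybpc1* and *Acta1*). The summed expression of these markers was between 53195 and 115747 CPM in the 7 myonuclear clusters and at most 13720.5 CPM in the others. A class name needed at least 3 of its markers detected in the cluster. Detected here means raised above the other clusters, and for a myonuclear cluster above the other myonuclear ones. Clusters below that, or without a clear lead of 1 class, stayed unnamed, so an unnamed cluster need not lack the markers of a class. The rule that turns markers into names was set after the clusters had been seen.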

The identity of each nuclear cluster was determined by the expression of specific genes, as previously reported [21]. 

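Clustering at resolution 0.5 on 30 principal components of 2000 variable genes gave 18 clusters. Of the 7 myonuclear clusters, clusters 2 and 3 were type IIb-like, cluster 11 was MTJ-like (myotendinous junction) and cluster 13 was NMJ-like (neuromuscular junction). Clusters 0, 1 and 5 met no fibre type's rule and are called by number. They did not lack *Myh1*, with 3566, 3537 and 1866 CPM, against 288 in cluster 2 and 53.1 in cluster 3. *Myh2* was at 1007, 1127 and 20.1 CPM in clusters 0, 1 and 5. The library labelled KO gave 54.0% of the nuclei of cluster 0, 54.9% of cluster 1, 60.9% of cluster 2, 50.4% of cluster 3 and 66.3% of cluster 5. The MTJ-like cluster held 26 nuclei of the library labelled WT and 32 of the library labelled KO, and the NMJ-like cluster held 15 and 8. Outside the myonuclei, FAP-like (fibro-adipogenic progenitor), endothelial-like, lymphatic endothelial-like, MuSC-like (muscle stem cell), tenocyte-like, macrophage-like and pericyte- or smooth muscle-like clusters were named. The 3 clusters left unnamed outside the myonuclei held 43 nuclei of the library labelled WT (1.17%) and 32 of the library labelled KO (0.811%).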

Using unsupervised Uniform Manifold Approximation and Projection (UMAP) plots, we further illustrated the cellular heterogeneity with 12 distinct subclusters within the skeletal muscle from M-*Bcl6* WT and M-*Bcl6* KO mice (Figure 3B–C). 

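Of 3674 nuclei in the library labelled WT, 2415 were myonuclei, a share of 65.7% (95% interval 64.2 to 67.3). Of 3945 nuclei in the library labelled KO, 3088 were myonuclei, a share of 78.3% (77.0 to 79.6). Assigning each nucleus by its own marker UMIs moved both shares most, to 68.9% and 80.7%. FAP-like nuclei made up 13.3% (12.2 to 14.5) of the library labelled WT and 8.42% (7.57 to 9.33) of the library labelled KO. The share of endothelial-like nuclei was 6.1% (5.34 to 6.92) against 3.3% (2.76 to 3.90), and that of MuSC-like nuclei 5.06% (4.38 to 5.82) against 3.22% (2.69 to 3.82). Pericyte- or smooth muscle-like nuclei held 4.33% (3.69 to 5.04) and 2.97% (2.46 to 3.54), and macrophage-like nuclei 2.61% (2.12 to 3.18) and 1.57% (1.21 to 2.01). For tenocyte-like nuclei the intervals overlapped, at 1.39% (1.04 to 1.82) and 1.29% (0.964 to 1.7). The shares of a library add up, so a higher share of myonuclei lowers the others. With 1 library per genotype, a difference in how nuclei were released or sorted and a difference in the muscle cannot be separated, and no direction is drawn from these shares.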

No striking change in nuclear composition was observed between M-*Bcl6* KO and WT muscles. (Figure 3D). 

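Fibre type was read from the 4 myosin heavy chain genes, *Myh4* (type IIb), *Myh1* (type IIx), *Myh2* (type IIa) and *Myh7* (type I), as shares of their summed UMIs in myonuclei, which needs no cluster names. The sums were 37199 UMIs in the library labelled WT and 29358 in the library labelled KO. *Myh4* held 18.4% (95% interval 18.0 to 18.8) in the library labelled WT and 15.1% (14.7 to 15.5) in the library labelled KO. *Myh1* held 69.4% (68.9 to 69.9) and 59.6% (59.1 to 60.2). *Myh2* held 12.2% (11.8 to 12.5) and 24.2% (23.7 to 24.7). *Myh7* had 5 UMIs in the library labelled WT and 326 in the library labelled KO, or 1.11% (0.994 to 1.24). Taking the mean of per-nucleus shares moved these differences most, with a difference for *Myh1* of −3.19 percentage points in place of −9.79. By the *Myh* gene with most UMIs, *Myh2* was the main gene in 11.1% (9.83 to 12.6) of 2100 nuclei of the library labelled WT and 21.1% (19.4 to 22.8) of 2289 of the library labelled KO. *Myh4* was the main gene in 33.5% (31.5 to 35.6) and 26.7% (24.9 to 28.6), and *Myh1* in 55.2% (53.1 to 57.4) and 51.4% (49.3 to 53.5). No *Myh* UMI or a tie was found in 315 myonuclei (13.0%) of the library labelled WT and 799 (25.9%) of the library labelled KO. With each nucleus thinned to 1000 UMIs, it was found in 510 of 2387 (21.4%) and 1107 of 3015 (36.7%). These intervals cover counting error only, and the spread between mice is not known from 1 library per genotype. From Figure 3E–F, the paper proposes that *Bcl6* deficiency does not substantially alter fibre type composition. It also labelled myosin heavy chain protein in TA sections after *Bcl6* knockdown in adult mice. There it found unchanged proportions of type IIB, IIX and IIA fibres (Figure 2E–F), a different model and measure from these nuclear UMIs.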

When only myonuclei were considered, no noticeable differences were observed (Figure 3E–F), suggesting that Bcl6 deficiency does not substantially alter fiber type composition. 

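Gene ontology terms were not used here, and the change was read from a list of 40 muscle development genes. Over all myonuclei, the median log2 ratio of the list was 0.17. Among 10000 random lists of the same size matched on expression, the median was −0.12 (95% of lists from −0.25 to 0.03), and the list lay at percentile 99.98. Of the 40 genes, 15 had a log2 ratio below 0 and 13 lay below the median of the 12438 genes with at least 20 UMIs. TMM scaling moved the median most, to 0.29. Relative to the median of all genes, the highest log2 ratios were those of *Smad3* (1.43), *Xirp1* (1.23) and *Eya1* (1.09). The lowest were those of *Igf1* (−1.02), *Nr4a1* (−0.82), *Actn3* (−0.67) and *Mef2c* (−0.48). These genes are the extremes of the list and were picked out after their values were seen. The percentile describes these 2 libraries and is not a test between genotypes.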

In line with muscle atrophy in M-*Bcl6* KO and WT muscles, gene ontology revealed that muscle tissue development ranked in the top downregulated biological processes in all myonuclear fractions (Supplemental Fig. 3A–D).

**Figure 3:**
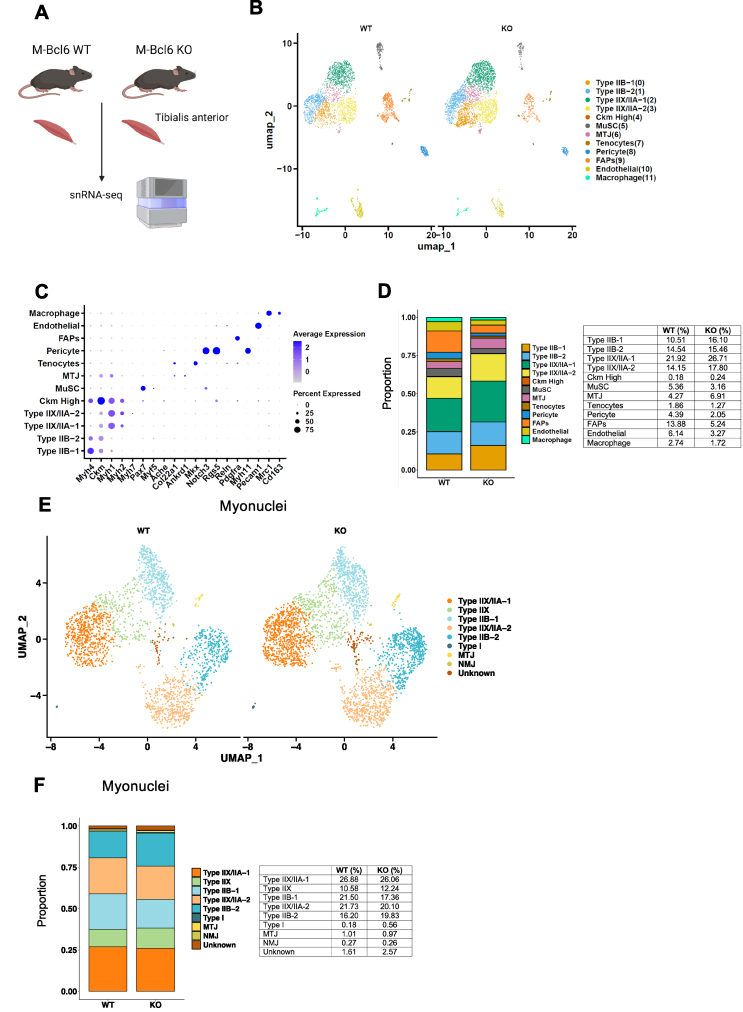
**Single-nucleus RNA sequencing shows no significant changes to fibre type composition of muscles with *Bcl6* KO. (A)** Schematic representation of experimental design created with BioRender.com. **(B)** Unbiased clustering showing nuclear transcriptomes of snRNA-seq data in 6-week-old M-*Bcl6* WT (left) and M-*Bcl6* KO (right) TA muscle represented on a UMAP, colored by cluster identity. **(C)** Dot plot from snRNA-seq showing gene markers used for cluster identification. Darker-colored dots indicate higher expression, and larger dots indicate a greater percentage of nuclei expression of the corresponding gene. **(D)** Bar graph showing proportions (left) and percentages (right) of the composition of nuclei showing myofibre and cell type in M-*Bcl6* WT and KO TA muscle. **(E)** Unbiased clustering of snRNA-seq data for myonuclear population in M-*Bcl6* WT (left) and KO (right) TA muscle represented on a UMAP, colored by cluster identity. **(F)** Bar graph showing proportions (left) and percentages (right) of the composition of myonuclei indicating fibre type in M-*Bcl6* WT and KO TA muscle. The right and left TA muscles from 2 male mice were used per group.

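*Socs2* (ENSMUSG00000020027, chromosome 10, 95385362 to 95417180) had 633 UMIs in myonuclei of the library labelled WT, or 71.4 CPM (95% interval 66.0 to 77.2). It had 3691 UMIs, or 382 CPM (370.0 to 395), in the library labelled KO. The log2 ratio was 2.42 (2.30 to 2.54), or 2.57 relative to the median of all genes, and ranked 33 from the top of 6983 genes. Since *Bcl6* itself goes against the label, the direction rests on the labels as given. Weighting the myonuclear clusters equally moved the log2 ratio of *Socs2* most, to 2.04. By cluster it ran from 1.75 (1.40 to 2.12) in cluster 2 to 3.49 (2.92 to 4.12) in cluster 5. To keep depth from setting the share of nuclei with a UMI, each nucleus was thinned to 1000 UMIs, which left out 28 myonuclei of the library labelled WT and 73 of the library labelled KO. *Socs2* was then found in 6.03% (5.11 to 7.06) of myonuclei of the library labelled WT and 28.6% (26.9 to 30.2) of the library labelled KO, against 18.1% and 56.6% without thinning. In endothelial-like nuclei, taken as a comparison class, it was found in 4.58% (1.86 to 9.20) and 7.08% (3.11 to 13.5), after 71 and 17 nuclei were left out. The median UMIs per nucleus were 3127 and 2713.5 in myonuclei and 1391 and 1747.5 in endothelial-like nuclei. The interval for myonuclei of the library labelled WT overlaps that for endothelial-like nuclei of the same library. Endothelial-like nuclei are not free of *Socs2*, which rose there from 38.2 to 100 CPM, a log2 ratio of 1.40 (0.43 to 2.41). *Acss1* (ENSMUSG00000027452, chromosome 2, 150618105 to 150668500) rose from 193 to 1004 CPM, a log2 ratio of 2.38 (2.31 to 2.46). *Pik3ca* (ENSMUSG00000027665, chromosome 3, 32397671 to 32468486) rose from 118 to 444 CPM, a log2 ratio of 1.92 (1.82 to 2.02). They ranked 34 and 53 from the top.

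**Figure D2:**
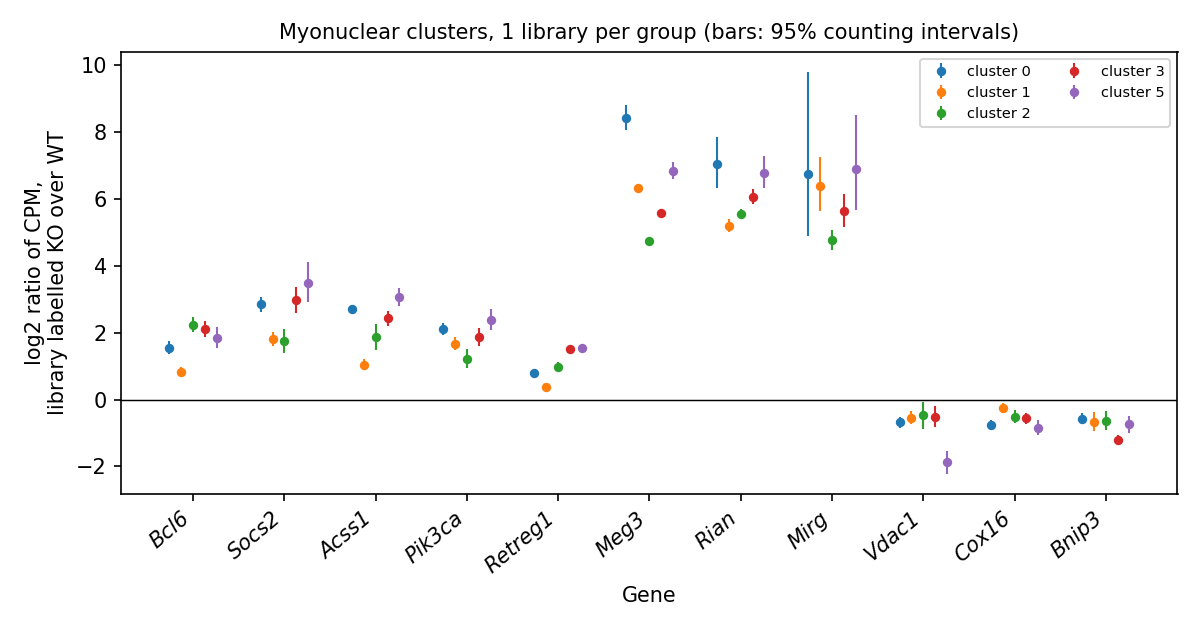
Log2 ratio of CPM, library labelled KO over library labelled WT, for the 11 genes that the paper names from these data, in the 5 myonuclear clusters with at least 100 nuclei of each library. Points are 1 library per group and bars are 95% counting intervals. The first 8 genes lie above 0 in each of these clusters, and the last 3, *Vdac1*, *Cox16* and *Bnip3*, lie below 0.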

In line with the known role of *Bcl6* as a transcription repressor of Socs2 [28], we found that Socs2 was one of the most upregulated genes in response to *Bcl6* KO (Figure 4A–C). snATAC-seq data confirmed the increased accessibility of Socs2 in response to *Bcl6* KO (Figure 4D). In line with its role as a negative regulator of GH/IGF1 signalling, this increase in Socs2 expression was associated with a decrease in the expression of IGF1 (Figure 4C) and a decrease in PI3K signaling as shown by lower pAKT/AKT ratio (Figure 4E). Similar to previous observations [19], *Retreg1,* a key regulator of ER-phagy [29] that has been shown to be upregulated in various atrophy conditions [30], was also upregulated at the mRNA and protein levels in *Bcl6* KO muscle (Figure 4A, F-G). 

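*Retreg1* (ENSMUSG00000022270) lies on chromosome 15 from 25843180 to 25973687. It had 11739 UMIs in myonuclei of the library labelled WT and 25473 in the library labelled KO, or 1324 CPM (95% interval 1300.4 to 1348) and 2638 CPM (2606 to 2671). The log2 ratio was 0.99 (0.96 to 1.03), or 1.14 relative to the median of all genes, and ranked 215 from the top. By cluster it ran from 0.38 (0.29 to 0.47) in cluster 1 to 1.53 (1.45 to 1.62) in cluster 5. After thinning, 62.4% (60.4 to 64.4) of myonuclei of the library labelled WT and 78.5% (77.0 to 79.9) of the library labelled KO held a *Retreg1* UMI, against 85.4% and 91.0% without thinning. The share in endothelial-like nuclei was 4.58% and 7.08%. The paper reads the higher *Socs2*, also measured by RT-qPCR in quadriceps (Figure 4C), together with the known repression of *Socs2* by BCL6. It adds a greater accessibility of *Socs2* in its snATAC-seq data (Figure 4D). Lower *Igf1* mRNA in quadriceps and a lower pAKT/AKT ratio in TA of older mice (Figure 4C and E) complete its evidence. The paper concludes that BCL6 is a regulator of *Socs2* and of IGF1/AKT signalling. It compares the higher *Retreg1* with its rise in other conditions of atrophy.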

Taken altogether, these data show Bcl6 as a critical regulator of Socs2 and of the IGF1/AKT signalling pathway, a pathway well known for its key role in muscle mass regulation [31]. 

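*Meg3*, *Rian* and *Mirg* lie on the forward strand of chromosome 12. *Meg3* (ENSMUSG00000021268) runs from 109541001 to 109571726, *Rian* (ENSMUSG00000097451) from 109603940 to 109661716 and *Mirg* (ENSMUSG00000097391) from 109729764 to 109749460. In myonuclei, *Meg3* had 3478 UMIs in the library labelled WT and 201149 in the library labelled KO, or 392 CPM (95% interval 379 to 406) and 20833 CPM (20742 to 20924). The log2 ratio was 5.73 (5.68 to 5.78), or 5.88 relative to the median of all genes. *Rian* went from 99.6 to 5497 CPM, a log2 ratio of 5.79 (5.69 to 5.88). *Mirg* went from 152 to 7673 UMIs, a log2 ratio of 5.53 (5.30 to 5.78). They ranked 7, 6 and 8 from the top. Together they took 2.71% of the myonuclear UMIs of the library labelled KO and 0.051% of those of the library labelled WT. Pooling all nuclei in place of the myonuclei moved the log2 ratio of *Meg3* most, to 4.52, and FAP-like nuclei of the library labelled WT held 3095 CPM of *Meg3*. After thinning, *Meg3* was found in 4.11% (3.35 to 4.98) of myonuclei of the library labelled WT and 67.6% (65.9 to 69.3) of the library labelled KO, against 8.99% and 85.1% without thinning. *Rian* was found in 1.68% (1.20 to 2.27) and 42.8% (41.0 to 44.5), and *Mirg* in 0.712% (0.415 to 1.14) and 23.5% (22.0 to 25.1). In endothelial-like nuclei the shares were 3.27% (1.07 to 7.46) and 41.6% (32.4 to 51.2) for *Meg3*, and 1.31% (0.159 to 4.64) and 16.8% (10.4 to 25.0) for *Rian*. For *Mirg* they were 0.654% and 0.885%. The shares over all myonuclei of the library labelled WT overlap those of endothelial-like nuclei of that library, so detection alone does not tell them from background. The rise of *Meg3* in endothelial-like nuclei of the library labelled KO was no larger than free RNA from myonuclei would bring.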

Other notable upregulated genes included three long noncoding RNA located in the Dlk1-Dio3 locus, namely *Meg3*, *Rian* and *Mirg* (Figure 4A and Supplemental Fig. 4A–F), suggesting a potential regulatory role of *Bcl6* in select lncRNAs. 

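*Vdac1* (ENSMUSG00000020402) lies on chromosome 11 from 52360860 to 52389397, *Cox16* (ENSMUSG00000091803) on chromosome 12 from 81359026 to 81485127, and *Bnip3* (ENSMUSG00000078566) on chromosome 7 from 138890836 to 138909519. *Vdac1* had 1987 UMIs in myonuclei of the library labelled WT and 1295 in the library labelled KO, or 224 CPM (95% interval 214 to 234) and 134 CPM (127 to 142). Its log2 ratio was −0.74 (−0.84 to −0.64), or −0.59 relative to the median of all genes. *Cox16* went from 3563 to 2595 UMIs, a log2 ratio of −0.58 (−0.65 to −0.51), or −0.43 relative to that median. *Bnip3* went from 2909 to 1605 UMIs, a log2 ratio of −0.98 (−1.07 to −0.89), or −0.83 relative to it. Counted from the lowest of 6983 genes, they ranked 384, 695 and 200. Each was lower in the 5 myonuclear clusters with at least 100 nuclei of each library. The log2 ratio ran from −1.87 to −0.47 for *Vdac1*, from −0.84 to −0.26 for *Cox16* and from −1.22 to −0.57 for *Bnip3*.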

Notable downregulated genes in M-*Bcl6* KO muscle included the mitochondrial proteins *Vdac1*, *Cox16* and *Bnip3* (Figure 4A). Since mitochondria are essential to the maintenance of skeletal muscle health [32,33], these findings prompted us to investigate whether *Bcl6* could regulate mitochondrial content and function.

**Figure 4:**
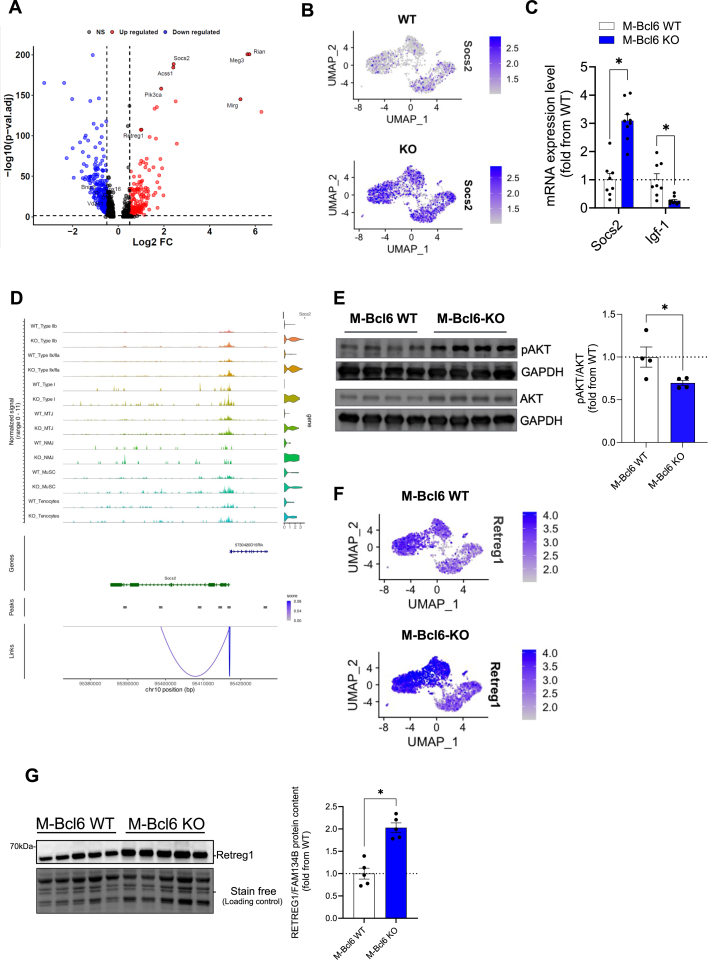
***Bcl6* regulates *Socs2* expression, the IGF1/AKT signalling pathway and proteostasis: (A)** Volcano plot showing upregulated (red) and downregulated (blue) genes in M-*Bcl6* KO vs M-*Bcl6* WT male mice from snRNA-seq data. (**B**) UMAP plot of the myonuclear gene expression of *Socs2* in 6-week-old male M-*Bcl6* WT (top) and M-*Bcl6* KO (bottom) mice derived from snRNA-seq data. (**C**) Quantification of *Socs2* and *Igf1* mRNA expression in quadriceps of 10–12-week-old male M-*Bcl6* WT and M-*Bcl6* KO mice obtained by RT-qPCR. mRNA expression levels are shown relative to housekeeping gene β-actin and are expressed as fold change compared to M-*Bcl6* WT. *n* = 8–9 per group. (**D**) snATAC-seq data showing increased chromatin accessibility for *Socs2* in 6-week-old male M-*Bcl6* KO mice *vs* M-*Bcl6* WT. (**E**) Immunoblot detection (left) of AKT and p-AKT from TA muscles and corresponding quantification (right) of the p-AKT/AKT ratio in 10–12-week-old male M-*Bcl6* WT and M-*Bcl6* KO mice. *n =* 4 per group. (**F**) UMAP plot of the myonuclear gene expression of *Retreg1* (also known as Fam134b) in 6-week-old male M-*Bcl6* WT (top) and M-*Bcl6* KO (bottom) mice derived from snRNA-seq data. (**G**) Immunoblot detection (left) of Retreg1 from quadriceps of 10–12-week-old male M-*Bcl6* WT and KO mice and corresponding quantification (right). *n* = 5 per group. Data in C, F and H were analyzed with paired two-tailed Student's *t*-test (∗p < 0.05). Data are presented as mean ± SEM (with individual data points).

### 2.5 *Bcl6-*deficiency in skeletal muscles alters mitochondrial content and ultrastructure

To further investigate the impact of *Bcl6* disruption in skeletal muscle, we explored biological pathways and gene ontology terms associated with its gene function. Using GeneBridge (https://systems-genetics.org) [34], we interrogated in an unbiased manner the role of *Bcl6* in skeletal muscle of mice by identifying key functional associations and potential regulatory networks. The Manhattan plot for gene sets associated with *Bcl6* function revealed numerous mitochondrial-related pathways, as highlighted in Figure 5A. These findings suggest a role for *Bcl6* in the regulation of mitochondrial biology in skeletal muscles. We next assessed the impact of muscle-specific *Bcl6* KO on mitochondrial morphology and ultrastructure using transmission electron microscopy (TEM) (Figure 5B). Analyses of TEM images revealed that M-*Bcl6* KO muscle displayed a lower mitochondrial density in comparison to littermate controls (Figure 5C). Additionally, assessment of morphometric parameters from TEM images in the intermyofibrillar regions revealed that M-*Bcl6* KO mice have increased mitochondrial perimeter, Feret's diameter and aspect ratio, and decreased circularity and roundness (Figure 5D). These morphometric changes are remarkably similar to those reported in glycolytic fibers that occur with aging in rodents [35,36]. These findings suggest that the lower muscle mass and dysfunction that are present in *Bcl6* KO muscle may represent accelerated aging defects (Figure 1C) that may be contributed by mitochondrial changes that are associated with sarcopenia. These findings indicate that *Bcl6* is required to maintain normal mitochondrial content and morphology.

**Figure 5:**
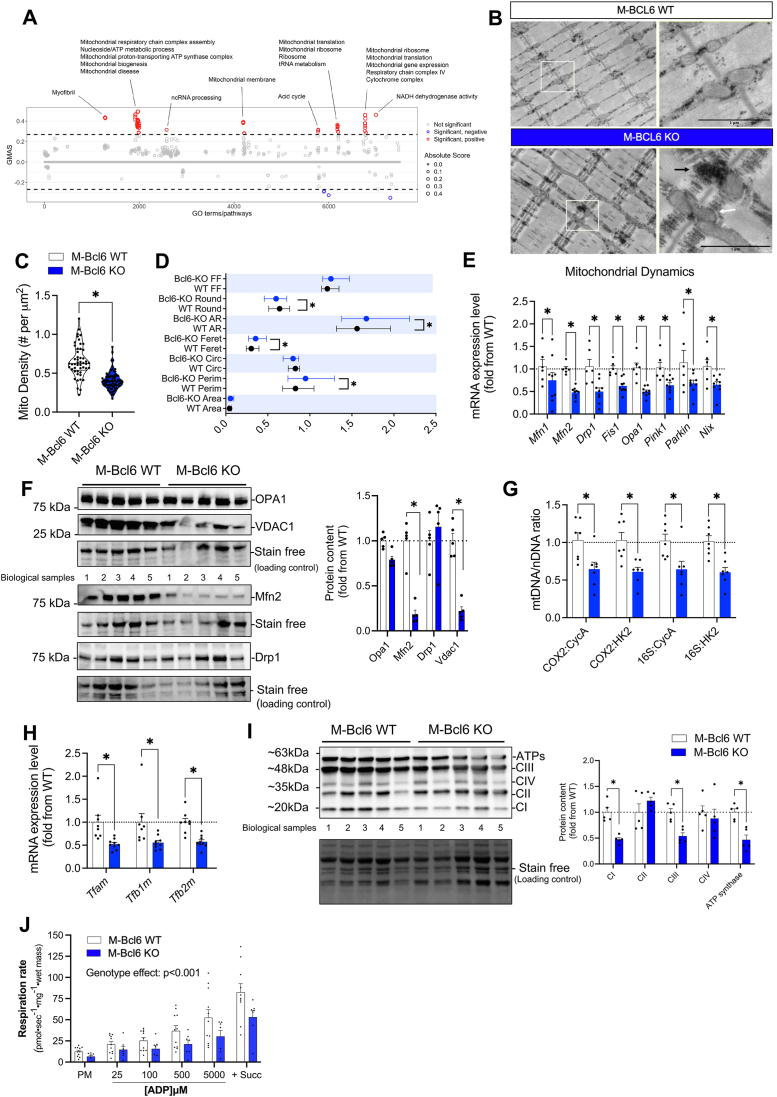
**Ultrastructural abnormalities and mitochondrial dysfunction in *Bcl6* KO muscle. (A)** Manhattan plot of ontology terms and pathways associated with *Bcl6* gene function in skeletal muscle tissue. All terms significantly associated with *Bcl6* expression in muscle tissue (GMAS ≥0.268, <=-0.268) are highlighted. Data obtained from GeneBridge database. **(B)** Electron micrographs of M-*Bcl6* WT (upper panel) and M-*Bcl6* KO (lower panel) gastrocnemius (GAS) muscle at 10–12 weeks of age. Scale bar = 1 μm. Black arrows represent glycogen accumulation and white arrow represents altered mitochondria morphology. **(C)** Quantification of mitochondrial density analyzed from electron micrographs of M-*Bcl6* WT and KO GAS muscle. **(D)** Mean quantification of morphometric and shape descriptors of intermyofibrillar mitochondria, including Form Factor (FF), Roundness, Aspect Ratio (AR), Feret's diameters (Feret), Circularity (Circ), Perimeter (Perim), and Area in male M-*Bcl6* WT and KO mice. **(E)** Quantification of genes involved in mitochondrial quality control processes in quadriceps of 10-week-old male M-*Bcl6* WT and KO mice. mRNA expression levels are shown relative to housekeeping gene β-actin and are expressed as fold change compared to M-*Bcl6* WT as assessed by RT-qPCR. *n* = 6–9 per group. **(F)** Immunoblot detection (right) and corresponding protein quantification (left) of OPA1, VDAC1, Mfn2, and Drp1 in quadriceps of male M-*Bcl6* WT and M–KO mice. *n* = 5 per group. **(G)** Mitochondrial DNA (mtDNA) copy number calculated as a ratio of mitochondrial encoded genes (*Cox2* or *16S*) to nuclear encoded genes (*CycA* or *HK2*) as measured by RT-qPCR from quadriceps of 12-week-old M-*Bcl6* WT and M-*Bcl6* KO mice. *n* = 7 per group. **(H)** Quantification of mitochondrial biogenesis genes in quadriceps of 10-week-old male M-*Bcl6* WT and KO mice. mRNA expression levels are shown relative to housekeeping gene β-actin and are expressed as fold change compared to M-*Bcl6* WT assessed by RT-qPCR. *n* = 8–9 per group. **(I)** Immunoblot detection (left) and corresponding protein quantification (right) of representative subunits of the mitochondrial oxidative phosphorylation (mtOxPhos) from quadriceps of male M-*Bcl6* WT and M-*Bcl6* KO mice. *n* = 5 per group. (**J**) Mitochondrial respiration of male and female M-*Bcl6* WT and M-*Bcl6* KO mice performed by the addition of pyruvate and malate (PM) in permeabilized muscle fibers across a range of ADP concentrations, and succinate (Succ) in the presence of creatine. *n* = 7–11 per group. Data in C, D, E, F, H, and I were analyzed by unpaired two-tailed Student's *t*-test (∗p < 0.05). Data in J was analyzed with two-way ANOVA, and corrections for multiple comparisons were performed with the two-stage step-up method of Benjamini, Krieger, and Yekutieli (∗p < 0.05 and q < 0.1). Data are presented as mean ± SEM (with individual data points).

Consistent with the quantitative EM analysis, the lack of *Bcl6* in muscle was accompanied by a marked reduction in the mRNA expression levels of key genes related to mitochondrial dynamics (*Mfn1*, *Mfn2*, *Drp1*, *Fis1*, *Opa1*) and mitophagy (*Pink1*, *Park2* and *Nix*) (Figure 5E). In line with these findings, immunoblotting further revealed that Bcl6 deficiency resulted in a decrease in the protein levels of mitofusin 2 (Mfn2) and voltage-dependent anion channel 1 (VDAC1), while no significant change was observed for the protein levels of OPA1 and Drp1 (Figure 5F). We next assessed mitochondrial DNA (mtDNA) content by quantifying the mtDNA-to-nuclear DNA (nDNA) ratio using RT-qPCR. Using various primer sets (COX2:CyA, COX2:HK2, 16S:CyA, and 16S:HK2), we consistently found that the mtDNA/nDNA ratio was lower in M-*Bcl6* KO muscles, further supporting reduced mitochondrial content (Figure 5G). In addition, we observed reduced gene expression of key regulators of mitochondrial biogenesis, including mitochondrial transcription factor A (*Tfam*), B1 (*Tfb1m*) and B2 (*Tfb2m*) (Figure 5H). Immunoblotting revealed reduced protein content of the representative subunits of Complex I, Complex IV and ATP synthase in the GAS from M-*Bcl6* KO mice (Figure 5I), further supporting that mitochondrial content is decreased in the absence of BCL6.

To assess whether these changes in mitochondrial parameters translated into their altered function, we next assessed the impact of M-*Bcl6* KO on mitochondrial respiration in permeabilized myofibers obtained from the GAS muscle, using high resolution respirometry. As shown in Figure 5J, M-*Bcl6* KO muscle fibres displayed significantly lower mitochondrial respiration *vs* those of WT mice. This decrease in mitochondrial respiration was also associated with an increase in glycogen content (Supplemental Fig. 5A). Since this increase in glycogen can result from altered substrate handling that may favor lipid accumulation, we also measured triglyceride content in the GAS muscle, which did not demonstrate any difference between M-*Bcl6* WT and M-*Bcl6* KO mice (Supplemental Fig. 5B). These data show that loss of muscle *Bcl6* does not alter intramyocellular lipid content.

We next assessed whether *Bcl6-*KD can lead to mitochondrial dysfunction. As shown in Figure 6, *Bcl6-*KD resulted in a decrease in succinate dehydrogenase (SDH) expression, a marker of mitochondrial content and oxidative capacity [37], measured *in situ* on muscle cross-sections (Figure 6A–B). These data show that *Bcl6* KD may be sufficient to alter mitochondrial function. To explore this further, we next examined whether *Bcl6* KD altered mitochondrial respiration in permeabilized myofibers bundles prepared from the GAS muscle. Consistent with the reduction in SDH expression, we observed a significant decrease in mitochondrial respiration (state III; ADP-stimulated) driven by complex I substrates (glutamate & malate) in muscles with *Bcl6* KD (Figure 6C).

**Figure 6:**
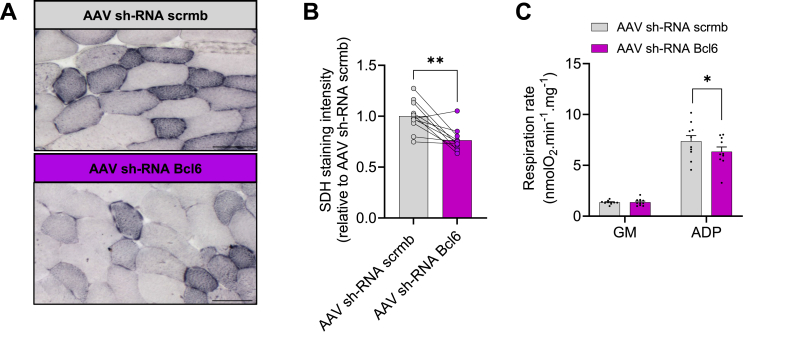
**AAV-KD of *Bcl6* in adult mice reduces mitochondrial content and respiration**. **(A)** Representative images of succinate dehydrogenase (SDH) histochemistry of TA muscle 4 weeks post AAV-injection. Scale bar = 50 μm. **(B)** Quantification of SDH staining from TA muscle injected with either AAV-scrmb or AAV-sh*BCL6* knockdown. *n =* 10 per group. **(C)** Mitochondrial respiration of GAS muscle injected with either AAV-scrmb or AAV-sh*BCL6* knockdown. GM: respiration rate driven by the addition of Glutamate and Malate. ADP: respiration rate driven by the subsequent addition of ADP. *n* = 10 per group. Data in B were analyzed with paired two-tailed Student's *t*-test (∗∗p < 0.01). Data in C were analyzed with two-way ANOVA, and corrections for multiple comparisons were performed with the two-stage step-up method of Benjamini, Krieger, and Yekutieli (∗p < 0.05 and q < 0.1). Data are presented as mean ± SEM (with individual data points).

Collectively, our data indicate that *Bcl6* deficiency in skeletal muscle causes a wide spectrum of ultrastructural abnormalities and alters mitochondrial content, structure and function. These findings are present both in M-*Bcl6* KO as well as after inducible KD, highlighting the critical role of *Bcl6* in the maintenance of muscle mass and function that are likely related to its homeostatic role in mitochondrial function.

### 2.6 *Bcl6-*deficiency in skeletal muscle blunted adaptation to endurance training

Based on our findings that BCL6 deletion impairs mitochondrial bioenergetics, we next examined whether Bcl6 deficiency alters skeletal muscle adaptation to endurance training. After a 4-week endurance training protocol (Figure 7A), both M-*Bcl6* WT and M-*Bcl6* KO mice demonstrated an improvement in running performance compared with their untrained counterpart (Figure 7B–C). Although baseline treadmill running capacity did not differ between genotypes, M-*Bcl6* KO mice displayed a markedly blunted training-induced increase in total running time and distance to exhaustion (Figure 7B–C). Genes involved in mitochondrial biogenesis, including *Tfam*, *Tfb1m*, and *Tfb2m*, were downregulated at baseline in M-*Bcl6* KO mice. While M-*Bcl6* WT showed a clear trend in the upregulation of these genes after training, this training-induced upregulation appeared blunted in M-*Bcl6* KO mice (Figure 7D–F).

**Figure 7:**
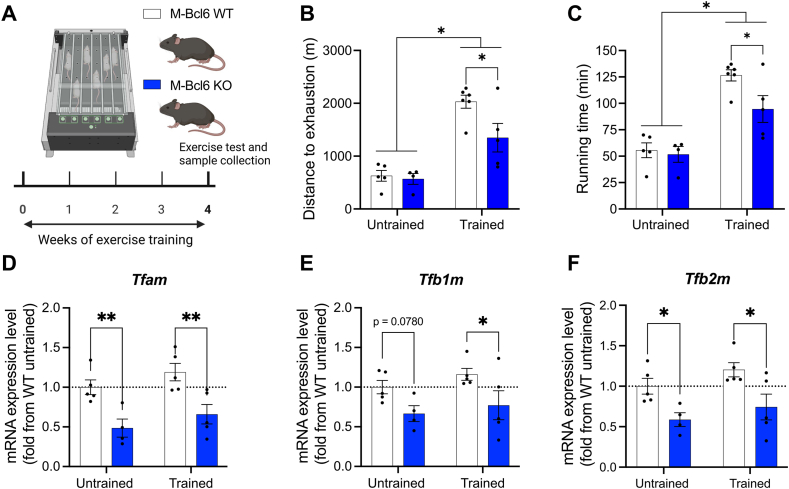
***Bcl6* KO mice display blunted adaptation to endurance training**. **(A)** Schematic representation of experimental design created with BioRender.com. **(B–C)** Distance **(B)** and time **(C)** achieved by untrained and trained M-*Bcl6* WT and M-*Bcl6* KO mice during a treadmill exhaustion test. **(D–F)** Quantification of mitochondrial biogenesis genes (D-*Tfam*, E-*Tfb1m* and F-*Tfb1m*) in the quadriceps of untrained and trained male M-*Bcl6* WT and KO mice. mRNA expression levels are shown relative to housekeeping gene *18s* and are expressed as fold change compared to M-*Bcl6* WT assessed by RT-qPCR. Data were analyzed by two-way ANOVAs followed by a Fisher's LSD post hoc test (∗p < 0.05). Data are presented as mean ± SEM (with individual data points).

## 3 Discussion

While *BCL6* is well known to play key roles in humoral immunity [9], B cell development [38], and oncogenic signalling [39], investigations into its roles in skeletal muscle biology remain scarce. To address this gap, we developed skeletal muscle-specific *Bcl6* KO mice and employed AAV-mediated *Bcl6* KD in adult mice. In both models, *Bcl6* deficiency resulted in reduced muscle mass and impaired contractile function. Based on publicly available data positioning BCL6 as a potential regulator of mitochondrial function, we probed whether *Bcl6* deficiency could lead to altered mitochondrial structure and function. Transmission electron microscopy showed decreased mitochondrial density and altered morphology in M-*Bcl6* KO mice. In line with these findings, pathways involved in mitochondrial quality control were dysregulated in M-*Bcl6* KO mice. Both KO and KD models demonstrated a significant reduction in mitochondrial respiration. Despite marked muscle atrophy and reduced mitochondrial respiration, M-*Bcl6* KO mice displayed largely unaltered glucose tolerance and insulin sensitivity. While M-*Bcl6* KO mice did not display significant impairment in running capacity at baseline, they displayed blunted adaptive response to endurance training. Collectively, these findings establish Bcl6 as a key regulator of skeletal muscle mass and mitochondrial bioenergetics.

The pronounced muscle atrophy observed following *Bcl6* KO in our study aligns with reports from two independent groups [19,20]. While our approach involved targeting exons 7 to 9 of the *Bcl6* gene, previous studies have demonstrated that constitutive deletion of exons 3 and 4, as well as both constitutive and inducible excision of exon 5 in skeletal muscle, similarly result in marked muscle atrophy [19,20]. In agreement with these reports, we also identified upregulation of *Socs2*, subsequent suppression of the IGF1/Akt signaling cascade and impaired proteostasis as likely key mediators of the atrophic phenotype [19,20]. Importantly, our findings extend the current literature by demonstrating that a partial (∼50%) knockdown of *Bcl6* is sufficient to induce atrophy and weakness in mature skeletal muscle of adult mice. Given the age-associated reduction in *Bcl6* expression reported herein using the SarcoAtlas database (https://sarcoatlas.scicore.unibas.ch/) [22], this observation may hold particular clinical relevance. Age-related impairments in mitochondrial function, proteostasis, and anabolic signaling are well-established hallmarks of human sarcopenia [33,[40], [41], [42]] and are particularly pronounced in individuals who do not meet physical activity recommendations [41,43,44]. The pathways regulated by BCL6 in this study, particularly those involving mitochondrial quality control and IGF1/Akt signaling, map closely onto processes often implicated in muscle aging [33,41]. The observation that even a partial reduction in Bcl6 is sufficient to induce atrophy and mitochondrial dysfunction suggests that the decline in BCL6 expression reported herein in aging muscle may have functional consequences, highlighting the potential translational relevance of the pathways identified here. A decrease in *Bcl6* expression was also reported in several conditions affecting skeletal muscles, including Duchenne muscular dystrophy [45,46], myotonic dystrophy [47], spinal and bulbar muscular atrophy [48], and cancer cachexia (GSE65936, GSE48363) [23,24,49]. Our findings raise the possibility that *Bcl6* downregulation may contribute to several muscle-wasting conditions, warranting further investigation.

An intriguing finding from the present study is the striking upregulation of lncRNA from the *Dlk1-Dio3* locus, namely *Meg3*, *Rian* and *Mirg*. LncRNAs from this locus, and particularly *Meg3*, have recently emerged as potential regulators of myogenesis, muscle regeneration, muscle mass and function, and mitochondrial metabolism [[50], [51], [52], [53], [54]]. Whether the marked increase in the expression of these lncRNA contributed to the atrophic phenotype observed upon *Bcl6* KO, or whether these changes represented a compensatory response to mitigate atrophy, cannot be inferred from the data presented herein. However, based on a recent study that has reported muscle atrophy in response to *Meg3* depletion and muscle hypertrophy in response to *Meg3* overexpression, it is tempting to speculate that the increase in *Meg3* expression we report herein may be a compensatory response [55]. Regardless, based on the marked upregulation of lncRNAs of the *Dlk1-Dio3* locus we report in response to *Bcl6* KO and the emerging data showing that these lncRNAs likely play important roles in muscle biology, we believe that additional investigations are warranted to assess whether these can be modulated to attenuate muscle atrophy and weakness that occur in various catabolic conditions and diseases.

To date, the effects of *Bcl6* KO on mitochondrial structure and function have not been directly investigated. Previous studies have concluded that *Bcl6* KO does not elicit a major mitochondrial phenotype; however, these conclusions were primarily based on indirect assessments. For instance, Wang et al. reported transcriptional downregulation of mitochondrial-encoded OXPHOS complexes in *Bcl6* KO muscle yet paradoxically observed increased protein levels of representative OXPHOS subunits and VDAC. Additionally, they detected no significant difference in succinate dehydrogenase (SDH) activity in muscle homogenates [28]. Similarly, Ramachandran et al. found no reduction in mitochondrial DNA or VDAC content in *Bcl6* KO muscle and even noted a modest increase in a complex II subunit, with no changes in other representative OXPHOS subunits. While these findings contrast with the reductions in mitochondrial DNA and VDAC content reported herein following *Bcl6* KO, a discrepancy potentially attributable to differences in the knockout strategy, none of the aforementioned studies conducted a comprehensive analysis of mitochondrial structure and function.

In the present study, we provide robust evidence that *Bcl6* KO induces significant alterations in mitochondrial architecture and bioenergetic function. Transmission electron microscopy revealed a reduction in mitochondrial density accompanied by increased morphological complexity, as indicated by decreased roundness and circularity, and increased form factor and aspect ratio. These structural changes are associated with the downregulation of key pathways governing mitochondrial quality control, including mitochondrial biogenesis, dynamics and mitophagy. High-resolution respirometry further demonstrated that *Bcl6* KO leads to a reduction in maximal mitochondrial oxidative capacity. Supporting these findings, partial inducible knockdown of *Bcl6* (∼50%) was sufficient to impair mitochondrial respiration. Lastly, M-*Bcl6* KO mice blunted adaptation to endurance training. Collectively, these data using complementary approaches strongly demonstrate that *Bcl6* plays a critical role in maintaining mitochondrial homeostasis. Mitochondria play a central role of in preserving skeletal muscle mass and function [32,33]. Thus, M-*Bcl6* KO mice showing impairments in mitochondrial oxidative capacity and ultrastructure along with changes in many transcriptions and protein profile that are known to play a critical role in many aspects of mitochondrial biology may have contributed to their atrophic phenotype.

Despite the marked atrophy and mitochondrial impairment observed with *Bcl6* deletion, processes that are important in glucose metabolism, no overt changes in glucose homeostasis were present. These findings may reflect compensatory regulation by other metabolic tissues, such as adipose or liver in preserving whole-body glucose homeostasis despite the significant defects in *Bcl6*-deficient muscle. Consistent with our findings, other studies have shown that skeletal muscle mitochondrial dysfunction can occur without concomitant glucose intolerance [25,56]. In addition, insulin resistance has been reported despite enhanced mitochondrial oxidative capacity [57,58], and greater muscle mass does not always predict improved glucose tolerance or insulin sensitively [59].

Although the upstream regulation of BCL6 in skeletal muscle remains poorly defined, several pathways known to modulate BCL6 in other tissues may be relevant. BCL6 participates in cytokine-responsive transcriptional control through interaction with the SMRT/NCoR corepressor complex, which modulates inflammatory gene programs [60]. In germinal center B cells, activation of NF-κB signaling downregulates BCL6 expression [38,61]. BCL6 may also be subject to endocrine metabolic regulation in skeletal muscle, as growth hormone suppresses its transcription via the JAK/STAT5 pathway [20]. Although it is not yet known which, if any, of these pathways contribute to the age-related decline of BCL6 in muscle, these established regulatory inputs indicate that BCL6 integrates inflammatory and hormonal signals. This framework highlights potential physiological or pharmacological nodes that may influence BCL6 expression and offers testable hypotheses regarding how BCL6-dependent muscle maintenance may be supported during aging or disease.

In summary, the present study identifies *Bcl6* as an important regulator of skeletal muscle homeostasis. Mechanistically, our data and those from others [19,20] indicate that *Bcl6*, at least in part, regulates muscle mass by repressing *Socs2*, thereby preventing the inhibition of the IGF1/Akt signalling pathway and maintaining a normal balance between protein synthesis and degradation. Furthermore, our data highlight that *Bcl6* also plays an important protective role in the maintenance of mitochondrial content, structure and bioenergetic function. Collectively, these results indicate that *Bcl6* is an important regulator of muscle and mitochondrial homeostasis. Whether *Bcl6* can be modulated to attenuate muscle atrophy and impaired mitochondrial function in various disorders will require further investigation.

## 4 Materials and methods

### 4.1 Experimental model and subject details

#### 4.1.1 Animals

All experiments involving animals were approved by the Toronto General Hospital Research Institute's Animal Care Committee (#852), or by the animal ethics committees of UQAM (no. CIPA 2023–5775). For M-*Bcl6* KO studies, mice were maintained on the C57BL/6 background and were housed under specific pathogen-free conditions with a standard 12:12-h light/dark cycle. Mice had ad libitum access to water and standard irradiated chow (5% fat, Teklad) at the animal facility of Princess Margaret Cancer Research Tower. Whenever possible, age- and sex-matched littermates were used for the studies. For experiments involving intramuscular injections of AAVs, C57BL/6J mice were purchased from Jackson Laboratories. Two to three mice were housed per cage under a 12:12 h light/dark photocycle, with access to a standard chow diet and water available ad libitum.

#### 4.1.2 Genotyping

Genotyping of mice were performed using ear notches of 10-to-14-day-old mice with proteinase K-digestion and PCR (using the Wisent HS- Red Taq Mix) followed by agarose gel electrophoresis on a 2% Sybr safe-stained agarose gel. For primers (Integrative DNA Technologies), see Supplementary Table S1.

### 4.2 Generation of skeletal muscle-specific *Bcl6* knockout (KO) mice

Skeletal-muscle-specific Bcl6 KO mice were generated using the Cre-Lox-P system under control of the *Myf6* promoter, which is highly specific for skeletal muscle [25]. Myf6-Cre ± mice (Jackson Laboratories, 010528) were bred with Bcl6^fl/fl^ mice (Jackson Laboratories, 023727) to generate Myf6-Cre ^+^ BCL6^fl/wt^ mice, which were then intercrossed to generate Myf6-Cre ^+^ Bcl6^fl/fl^ mice, herein referred to as M-*Bcl6* KO. Their wildtype littermates, Myf6-Cre ^+^ BCL6^wt/wt^ mice, herein referred to as M-*Bcl6* WT, and were used as controls.

### 4.3 Generation of adeno-associated virus (AAV) mediated BCL6 knockdown (KD) mice

To silence *Bcl6* in adult mice, 30-week-old wildtype C57BL/6J mice (Jackson Laboratories, Saint-Constant, QC) were injected with AAV containing a U6 promoter and a sequence coding shRNA targeting *Bcl6* (Vector Biolabs), herein referred to as AAV*-shBCL6*. AAV-*Bcl6* was injected intramuscularly (IM) (25 μl per site; 1.5 × 10^11^ gc) into the right TA and GAS muscles. Control AAV containing a U6 promoter and a scramble sh-RNA sequence (Vector Biolabs), herein referred to as AAV-scrmb, was injected into the contralateral (left) limb. We have previously used this approach to successfully modulate protein expression in mouse limb muscles [[62], [63], [64], [65]]. All AAV-sh *Bcl6* experiments were approved by the animal ethics committees of UQAM (no. CIPA 2023-5775).

### 4.4 *In vivo* metabolic studies

Glucose tolerance tests (GTTs) were performed in young (∼15-week-old) and aged (∼52-week-old) mice. Young mice were fasted for 6 h prior to the test, whereas aged mice were fasted overnight (∼16 h). Following the fasting period, mice received an intraperitoneal (i.p.) injection of d-glucose (1 g/kg body weight). Insulin tolerance tests (ITTs) were performed on animals fasted for 4 h using insulin lispro (Lilly) 1 U/kg body mass injected i.p. Blood glucose measurements were obtained at 0, 15, 30, 45, 60, and 120 min after injection using tail vein blood and an GE200 blood glucose-monitoring system. The area under the curve (AUC) was calculated by using the trapezoidal approximation method [66].

### 4.5 Grip strength assessment

The grip strength of forelimbs was measured using a grip strength meter with a metal grid (BIOSEB Bio-BS3; EB Instruments) according to the instructions of the manufacturer. Mice were placed on a metal grid and allowed to grab it with their forelimbs. They were then gently pulled horizontally backward until their grasp was released. Each mouse underwent 15 consecutive trials, and the average of the top three peak force values (in grams) was used for analysis. All measurements were performed by an investigator blinded to mouse genotype. Grip strength values were recorded in Newtons (N) by the apparatus and subsequently converted to gram-force by dividing the force value by the standard gravitational constant (9.80665 m/s^2^) and multiplying by 1,000.

### 4.6 Treadmill exercise

Male, age-matched (∼15-week-old) M-*Bcl6* WT or control littermates were exercised on a motorized treadmill (Columbus Instruments Exer 3/6 Treadmill). All exercised mice were first acclimated to the treadmill using 5 days protocol prior to starting experiments, as described by Furrer et al. [67]. Briefly, exercise training occurred 5 days/week for 1 h for a total of 4 weeks. The first training session was performed at a speed of 10 m/min and was subsequently increased by 0.5 m/min each day, resulting in a final speed of 19.5 m/min after 4 weeks. The inclination of the treadmill was kept constant at 5° for all training sessions.

Following the 4 weeks of exercise training, a maximal performance test was performed on both untrained and trained mice cohorts. Untrained mice were acclimatized to the treadmill prior to the test. The maximal exercise test was performed at an inclination of 5° and, after warming up of 5 min at 5 m/min followed by 5 min at 8 m/min, the speed was progressively increased for 2 m/min every 15 min until exhaustion. Exhaustion was defined as spending 5 consecutive seconds in the “fatigue zone”. The “fatigue zone” is defined as the region encompassing the portion of the treadmill belt within approximately 1 body length of the shock grid as well as the grid, itself, despite mechanical prodding. Untrained and trained mice were sacrificed 48 h after the maximal fatigue test and muscle were collected for downstream analyses.

### 4.7 Analysis of muscle contractility

For M-*Bcl6* KO studies, muscle strength was analyzed using a Dynamic Muscle Data Acquisition and Analysis System (Aurora Scientific, Aurora, ON). *In vivo* maximal tetanic tension was measured as previously described [68]. 12- to 15-week-old mice were anesthetized and positioned on a platform of the muscle testing apparatus (Aurora Scientific Inc.). Hair was removed on the lower right limb, and a needle was inserted through the right knee between two vertical stabilizing posts. Two 28G × 0.5-inch needle probe electrodes were then inserted directly adjacent to the GAS. The right paw was placed on the pedal of a computer-controlled servomotor (301C, Aurora Scientific Inc.). The electrical stimulation was generated from a Grass Stimulator (S88, Grass Technologies, R.I., USA) with connection to the computer (604A, Aurora Scientific Inc). The optimal stimulation was recorded in the computer Dynamic Muscle Control and Analysis Software suite (DMC/DMA, Aurora Scientific Inc).

For AAV-*BCL6* KD experiments, *in vivo* isometric torque of each hindlimb plantar flexor muscles (gastrocnemius, soleus, and plantaris) was assessed in anesthetized mice using a dual-mode servomotor system (1300A: 3-in-1 Whole Animal System–Mouse, Aurora Scientific). Mice were anesthetized with ∼2% isoflurane-mixed with oxygen and placed on a heated platform maintained at 37 °C to preserve body temperature. Hair on the left hindlimb was removed using an electrical clipper. The knee was immobilized using a clamp to ensure isolated ankle joint movement during contractions, while the foot was positioned at a 90° ankle angle and secured to the footplate of the servomotor. The mouse tail was taped loosely to the platform to keep it clear of the foot pedal. The optimal muscle length (Lo) was determined by adjusting the distance between the footplate and the knee while delivering single twitch stimulations (100 mA current, 0.2 ms pulse width) to identify the position yielding maximal twitch force. Once twitch force ceased to increase, this position was used for all subsequent contractions. Stimulation voltage and needle electrode placement were optimized by adjusting the electrical pulse to ensure supramaximal activation. Following optimization, peak isometric torque was measured in response to twitch and then force-frequency relationships were determined at muscle Lo (1, 10, 30, 50, 70. 100, 120 and 150 HZ tetanic stimulation for 500 ms, with 1 min intervals between stimulations to avoid fatigue). The data obtained were analyzed using 611 A Dynamic Muscle Analysis (DMA) software. Torque is determined by the force (mN) applied to, and multiplied by the length of, the foot pedal (m).

### 4.8 Histology and immunohistochemistry of muscle

Muscle samples were mounted in tragacanth on plastic blocks and frozen in liquid nitrogen and stored at −80 °C. Samples were cut into 10 μm cross-sections using a cryostat at −20 °C then mounted on Superfrost slides. The following histological stains were performed on muscle cross-sections: hematoxylin and eosin (H&E) and succinate dehydrogenase (SDH). For all immunohistochemistry experiments except myosin heavy chain immunolabelling, muscle cryosections were first allowed to reach room temperature and rehydrated with phosphate-buffered saline (PBS) (pH 7.2) and then fixed in 4% PFA, permeabilized in 0.1% Triton X-100 in PBS for 15 min. Slides were then washed three additional times with PBS and then blocked with goat serum (10% in PBS) for 1 h. After, muscle sections were incubated with the appropriate primary antibody diluted in 10% goat serum in PBS for 1 h. Sections were then washed three times in PBS before being incubated for 1 h at room temperature with the appropriate secondary antibodies diluted in 10% goat serum in PBS. After washing, stained sections were mounted with Prolong™ Gold with or without DAPI. All primary and secondary antibodies are listed in Supplementary Table S2.

To access muscle fiber type composition, TA muscle sections were immunolabeled for myosin heavy chain (MHC) type I, IIA, and IIB. Muscle sections were washed with phosphate-buffered saline (PBS) (pH 7.2) and blocked with goat serum (10% PBS) for 1h at room temperature. A primary antibody cocktail was added to muscle sections and incubated for 1h at room temperature. The following primary antibody cocktail was used: a mouse IgG2b monoclonal anti-MHC type I, mouse IgG1 monoclonal anti-MHC type IIA, mouse IgM monoclonal anti-MHC type IIB, and a rabbit IgG polyclonal anti-laminin. Muscle sections were then washed three times with PBS and then incubated for 1h at room temperature with the secondary antibody cocktail: Alexa Fluor 350 IgG2b (y2b) goat anti-mouse antibody, Alexa Fluor 594 IgG1 (y1) goat anti-mouse, Alexa Fluor 488 IgM goat anti-mouse, and Alexa Fluor 488 IgG goat anti-rabbit. Muscle sections were then washed in PBS and mounted with Prolong Diamond (Thermo Fisher Scientific). Slides were imaged using an Olympus IX83 fluorescence microscope. Fiber type analyses were performed blinded for experimental group using ImageJ.

### 4.9 *In situ* assessment of mitochondrial respiration in M-*Bcl6* KO and WT mice

Mitochondrial respiration was assessed in permeabilized myofiber bundles with high resolution respirometry, using protocols adapted from previous methods [69,70]. The GAS muscle was excised from anesthetized mice and placed immediately into ice-cold BIOPS buffer containing (in mM) 50 MES Hydrate, 7.23 K_2_EGTA, 2.77 CaK_2_EGTA, 20 imidazole, 0.5 dithiothreitol, 20 taurine, 5.77 ATP, 15 PCr, and 6.56 MgCl_2_·6H_2_O (pH 7.2). Muscles were separated along the longitudinal axis under a dissection microscope into small bundles (∼1–6 mg wet weight) and permeabilized with 40 μg saponin (Sigma Aldrich) in BIOPS on a platform rotor for 30 min at 4 °C, then washed for 15 min at 4 °C in buffer Z containing (in mM) 105 K-MES, 30 KCl, 10 KH_2_PO_4_, 5 MgCl_2_·6H_2_O, 1 EGTA, 5 mg/ml BSA. All bioenergetic assays were performed within 4 h of washing to maintain fiber viability.

Assessments were performed in 2 mL of buffer Z supplemented with 20 mM creatine (creatine-dependent) to saturate mitochondrial creatine kinase activity [71,72]. O_2_ consumption was measured using the Oroboros Oxygraph-2K (Oroboros Instruments, Corp., Innsbruck, Austria) while stirring at 37 °C in the presence of 5 μM blebbistatin to prevent muscle fiber contraction by rigor in response to ADP [70]. Each chamber was oxygenated with 100% pure O_2_ to an initial concentration of 350 μM and experiments were completed before chamber [O_2_] reached 150 μM^70,71^. Before permeabilization, fiber bundles were gently and quickly blotted dry and weighed in 1.5 mL of tared cold BIOPS to ensure fibers remained relaxed. Complex-I supported respiration was stimulated using 5 mM pyruvate and 2 mM malate (State II respiration) followed by titration of ADP concentrations (State III) from physiological ranges (25–100 μM) to supraphysiological (500 μM) and saturating to stimulate maximal coupled respiration (5,000 μM). 10 mM succinate was then supplied to support complex-II respiration.

### 4.10 *In situ* assessment of mitochondrial respiration in mice injected with AAV-scmb and AAV-shBCL6

Mitochondrial function was determined in freshly excised GAS muscles as previously described [64,65]. The muscles were dissected and rapidly immersed in ice-cold stabilizing buffer A (2.77 mM CaK2 ethylene glycol-bis-(2-aminoethylether)-N,N,N,N-tetra-acetic acid (EGTA), 7.23 mM K2 EGTA, 6.56 mM MgCl2, 0.5 mM dithiothreitol (DTT), 50 mM 2-(N-morpholino) ethane-sulfonic acid potassium salt (K-MES), 20 mM imidazole, 20 mM taurine, 5.3 mM Na2 ATP, and 15 mM phosphocreatine, pH 7.3) at 4 °C. The muscles were weighed and then separated into small fiber bundles using fine forceps under a surgical dissecting microscope (Leica S4 E, Germany). The muscle fiber bundles were incubated into a glass scintillation vial for 30 min at low rocking speed containing buffer A supplemented with 0.05 mg/mL saponin to selectively permeabilize the sarcolemma. Fiber bundles were then washed 3 times 10 min at low rocking speed in buffer MiroO5 (0.5 mM EGTA, 6 mM MgCl2, 3 mM H20, 60 mM K-lactobionate, 20 mM Taurine, 10 mM KH2PO4, 20 mM HEPES, 110 mM Sucrose, 1 g/L fatty acid free BSA, pH 7.4 at 4 °C).

The assessment of mitochondrial respiration in permeabilized GAS myofiber was performed in an Oroboros O2K high-resolution fluororespirometer (Oroboros Instruments) at 37 °C in 2 mL of MiRo 5 buffer as previously described [64,65]. Briefly, 3–6 mg (wet weight) of GAS permeabilized fiber bundles were weighed and added to the respiration chamber. The following substrates were added sequentially: 10 mM glutamate plus 5 mM malate (G + M). All respiration experiments were analyzed with MitoFun (https://zenodo.org/records/7510439), an in-house-derived code designed to analyze mitochondrial function data in the Igor Pro 8 software (Wavemetrics, OR, USA) [64].

### 4.11 Transmission electron microscopy (TEM) preparation and analysis

Small strips of tissue were prepared from white GAS fibers, fixed in 2% glutaraldehyde buffer solution in 0.1M cacodylate, pH 7.4, then post-fixed in 1% osmium tetroxide in 0.1M cacodylate buffer. Tissues were dehydrated using a gradient of increasing concentrations of methanol to propylene oxide and infiltrated and embedded in EPONTM at the Facility for Electron Microscopy Research at McGill University. Ultrathin longitudinal sections (60 nm) were cut with a Reichert-Jung Ultracut III ultramicrotome (Leica Microsystems), mounted on nickel carbon-formvar coated grids, and stained with uranyl acetate and lead citrate. Sections were imaged using a Philips EM208S transmission electron microscope operated at 80 kV at the I2E3 platform at Université du Québec à Trois-Rivières. Mitochondrial quantity and morphology were analyzed blinded to genotype using Fiji Image J software, as previously described [35]. Electron microscopy images were quantified for glycogen deposits, characterized by small, dark granules, from 1 (none) to 5 (extremely high), as described before [73]. Representative images for each score were selected and were provided to raters as reference. Scores from six independent, blinded raters were averaged for analysis.

### 4.12 Immunoblotting

Frozen skeletal muscle tissues (∼15 mg) were homogenized using a Bertin Technologies Minilys Personal Homogenizer in ice-cold RIPA buffer (ThermoFisher) supplemented with protease inhibitors (Roche). Proteins in equal quantities (10–20 μg) were loaded onto SDS-PAGE gradient gels (4%–15%, Mini PROTEAN TGX Stain-Free TM Gels, Bio-Rad). Following separation, gels were transferred onto a 0.2 uM PVDF membrane (Bio-Rad) and blocked with 5% milk in TBS-T for 1 h at room temperature. Membranes were then incubated overnight at 4 °C with the commercially available monoclonal rodent OXPHOS cocktail (ab110413; Abcam, Cambridge, UK, 1:500 dilution) including V-ATP5A (55 kDa), III-UQCRC2 (48 kDa), IVMTCO1(40 kDa), II-SDHB (30 kDa), and I-NDUFB8 (20 kDa). Following, membranes were washed (3 × 5 min each time) in TBS-T and incubated at room temperature with appropriate fluorescent secondary antibody. Before detection, membranes were washed in TBS-T (3 × 5 min and then imaged using ChemiDoc imaging system (Bio-Rad) and quantified by densitometry (Fiji ImageJ, http://imagej.nih.gov/ij/). All images were normalized total protein from the stain-free gel. The complete list of antibodies used for immunoblots analyses can be found in Supplementary Table S3. All uncropped western blot images used in the present manuscript are available in Supplementary Fig. 6.

### 4.13 Biochemical analysis of muscle

Gastrocnemius muscle triglycerides were measured in frozen muscle homogenates using a triglyceride colorimetric assay kit (Cat. #10010303, Cayman Chemical). The assay was performed with duplicate samples according to the manufacturer's instructions.

### 4.14 Quantitative real-time PCR

Total RNA from mouse skeletal muscle and non-muscle tissue was isolated by homogenizing snap-frozen tissues in TRIzol Reagent (Invitrogen) and incubating in chloroform followed by precipitation with isopropanol. RNA was quantified using a Nanodrop spectrophotometer and a final concentration of 1uL/10ug was used for cDNA synthesis. mRNA was reverse transcribed with random primers (Invitrogen) using the M-MLV reverse transcriptase enzyme (Invitrogen). Real-time PCR was performed using specific primers and Luna® Universal qPCR Master Mix, on a QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher) and was analyzed using Quantstudio Real-Time PCR Software. The relative mRNA expression was determined by delta–delta CT (ΔΔCt) method after normalizing to the housekeeping genes β-actin, *36b4,* or *18s*. Primer sequences are listed in the Supplementary Information (Table S4).

### 4.15 Mitochondrial DNA (mtDNA) analysis

Purified total DNA was extracted from muscle tissue using the QIAamp DSP DNA Mini Kit (Qiagen) according to the manufacturer's protocol. Samples were then diluted using double-distilled water to obtain a final concentration of 10 ng/uL to be used for real-time PCR. The mtDNA/nDNA ratio was calculated by measuring the expression levels of a mitochondrial-encoded gene (*Cox2* or *16S rRNA*) and normalized to the expression levels of a nuclear-encoded gene (*cyclophilin A: Ppia* or *Hexokinase 2*) following the delta–delta CT method and as previously described [74].

### 4.16 Muscle single-nuclei isolation

TA muscles were isolated from mice immediately following euthanasia. Muscle was placed into lysis buffer and minced with a chilled razor on dry ice. The minced tissue was then further homogenized using glass douncers. Nuclei quality was checked under microscope using a disposable hemocytometer. The nuclei were pelleted by centrifugation for 10 min at 800×*g* at 4 °C and then resuspended in wash buffer for a total of three cycles. Samples were then filtered with a 40 μm cell strainer and then stained for 7-amino-actinomycin D (7-AAD). Nuclei were sorted by flow cytometry to exclude debris and nuclei aggregates by gating 7-AAD positive cells. These collected nuclei were resuspended in wash buffer and pelleted by centrifugation for 10 min at 800×*g* at 4 °C and then resuspended in cold wash and counted.

### 4.17 Construction of gene expression library

snRNA sequencing libraries were generated using the 10X Genomics Chromium Next GEM Single Cell 3’ Reagents Kit (v3.1 Dual index) as per the user guide. Briefly, a Chromium Next GEM chip and reagent master mix were prepared, and nuclei suspensions were loaded onto the chip and partitioned in the Chromium Controller to form Gel Beads-in-Emulsion (GEMs). Reverse transcription and cDNA cleanup were performed according to the kit instructions. cDNA was amplified by PCR (cycles per 10x guidance), and samples were run on a Bioanalyzer (Agilent Technologies) to determine cDNA concentration. 10x barcoded sequencing library was prepared and subjected to Illumina sequencing. Alignment, filtering, quantification, feature-barcode matrices generation and demultiplexing was performed using the 10x Genomics Cell Ranger pipeline retaining 50, 000 reads per nuclei.

### 4.18 Single nuclei RNA sequencing analysis

Single nuclei RNA sequencing data was analyzed using Seurat (version 5.0.3) [75] in R package (version 4.2.1) (https://www.R-project.org/). Low quality cells expressing less than 200 genes and low expressed genes present in less than 3 cells were removed. Cells with high mitochondrial DNA, high number of unique feature counts (potential doublets or multiplets) were excluded. We used DoubletFinder (version 2.04) [76] for the detection of doublets. Samples were merged for subsequent clustering and visualization. The batch correction between samples was done with the Harmony R package (version 1.0) [77]. Data was normalized using the log normalization method and highly variable genes were detected using variance-stabilizing transformation (vst). The normalized data was centered and scaled. Dimensionality reduction was performed using principal component analysis (PCA) and the most significant PCs were chosen for subsequent clustering. Graph-based clustering was implemented by calculating k-nearest neighbors, followed by modularity optimization to clusters cells. Non-linear dimensionality reduction and visualization was performed using UMAP (Uniform Manifold Approximation and Projection). Clusters were annotated on the basis of canonical markers and differential gene expression testing was used to determine a gene set signature for each cluster using the Wilcoxon Rank Sum test. GO enrichment analysis was performed on differentially expressed genes using enrichGO as implemented in clusterProfiler package (v 4.4.4) [78].

### 4.19 Statistical analysis

The data is presented as ± S.E.M. Unless indicated otherwise, the data was analyzed using two-tailed Student's unpaired *t* test for comparisons between two independent groups. Comparisons between more than two groups were performed using either a one-way or two-way Analysis of Variance (ANOVA). Unless otherwise indicated, corrections for multiple comparisons were performed using the two-stage step-up Benjamini, Krieger, and Yekutieli method (*p* < 0.05 and *q* < 0.1 were considered significant). All statistical analyses were performed using GraphPad Prism 10.3.1.

## CRediT authorship contribution statement

**Shirine E. Usmani:** Writing – review & editing, Writing – original draft, Visualization, Validation, Methodology, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization. **Jean-Philippe Leduc-Gaudet:** Writing – review & editing, Writing – original draft, Visualization, Validation, Supervision, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Stephanie Chau:** Writing – review & editing, Writing – original draft, Visualization, Investigation, Formal analysis, Data curation. **Catherine A. Bellissimo:** Writing – review & editing, Validation, Methodology, Formal analysis, Data curation. **Shabana Vohra:** Writing – review & editing, Visualization, Validation, Methodology, Investigation, Formal analysis, Data curation. **Krystel Desjardins:** Writing – review & editing, Visualization, Formal analysis, Data curation. **Evan Pollock-Tahiri:** Writing – review & editing, Validation, Formal analysis, Data curation. **Irisa Shi:** Writing – review & editing, Formal analysis, Data curation. **Felice Chun:** Writing – review & editing, Formal analysis, Data curation. **Anthony Capobianco:** Writing – review & editing, Visualization, Formal analysis, Data curation. **Pascale Delisle:** Writing – review & editing, Visualization, Formal analysis, Data curation. **Wanda Dupebe:** Writing – review & editing, Visualization, Formal analysis, Data curation. **Marina Cefis:** Writing – review & editing, Formal analysis, Data curation. **Vincent Marcangeli:** Writing – review & editing, Formal analysis, Data curation. **Martha Ghebreselassie:** Writing – review & editing, Formal analysis, Data curation. **Yu-Cheng Liang:** Data curation, Formal analysis, Investigation, Writing – review & editing. **Yasufumi Seki:** Data curation, Formal analysis, Investigation, Writing – review & editing. **Dominique Mayaki:** Writing – review & editing, Formal analysis, Data curation. **Sabah Hussain:** Writing – review & editing, Validation, Supervision, Methodology, Funding acquisition, Data curation. **Ewan Goligher:** Writing – review & editing, Formal analysis, Data curation. **Mohit Kapoor:** Writing – review & editing, Validation, Supervision, Methodology, Funding acquisition, Formal analysis, Data curation. **Marius Locke:** Writing – review & editing, Supervision, Methodology, Formal analysis, Data curation. **Gilles Gouspillou:** Writing – review & editing, Writing – original draft, Visualization, Validation, Supervision, Software, Resources, Project administration, Methodology, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization. **Minna Woo:** Writing – review & editing, Writing – original draft, Visualization, Validation, Supervision, Software, Resources, Project administration, Methodology, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization.

## Funding sources

This work was funded by grants from the 10.13039/501100000024Canadian Institutes of Health Research (CIHR) DMT-468314 to MW, 10.13039/100024172SH, MK, GG, and SU, and 10.13039/501100000024CIHR PJT 159505 to MW. MW is supported by the Ajmera Chair in Molecular Diabetes Research. SU was supported by the Eliot Phillipson Clinician Scientist Training Program from the Department of Medicine and postdoctoral fellowship from the 10.13039/501100000064Banting and Best Diabetes Centre at the University of Toronto. GG is supported by a Chercheur Boursier Senior salary award from the 10.13039/501100000156Fonds de Recherche du Québec en Santé (FRQS-365892; https://doi.org/10.69777/365892) and a 10.13039/501100000038Natural Sciences and Engineering Research Council of Canada Discovery Grant (NSERC-DG: RGPIN-2021-03724). JPLG is supported by NSERC-DG (RGPIN-5033-2024) and by the Banting Discovery Foundation. AC was supported by undergraduate scholarships from the 10.13039/501100000038NSERC (599099). VM is supported by a Ph.D. stipend from the 10.13039/501100000156FRQS. MC was supported by a postdoctoral fellowship from the FRQS. SC is supported by the Canadian Graduate Scholarship-M from CIHR. CAB is supported by a postdoctoral fellowship from CIHR. The funders had no role in the design of the study, in the collection, analyses, or interpretation of data; in the writing of the manuscript, or in the decision to publish the results.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

The GEO accession number of our snRNAseq data should be listed here (GSE306646). Readers may want to access these data.

# Supplementary material for: BCL6 regulates skeletal muscle mass and mitochondrial bioenergetics
**Source:** Mol Metab. 2026 Apr 13;108:102367. doi: 10.1016/j.molmet.2026.102367
**Supplement:** Multimedia component 1

**Supplementary Tables**

**Table S1: List of primers for genotyping**

| **Gene** | **Sequence** |
| --- | --- |
| *Myf6 -Cre* | WT-1: 5’ CTTCAGCGCCTTTCTTCCATCG 3’  WT-2: 5’ GAACTTCGTTTGCAACTGAC 3’  MUT: 5’ GGATAGTGAAACAGGGCAA 3’ |
| *Bcl6* | F : GTGTCCTGGGGTTACAGGTG  R : CCTGTCCTGCCTACCCATAG |

# Table S2: Antibodies used for immunofluorescence studies.

| **Antibody** | **Source / Product no.** | **Dilution** | **Analysis** |
| --- | --- | --- | --- |
| rabbit IgG polyclonal anti-laminin | Sigma-Aldrich # L9393 | 1 :750 | IF |
| mouse IgG2b monoclonal anti-MHC type I | DSHB # BA-F8 | 1:25 | IF |
| mouse IgG1 monoclonal anti-MHC type IIa | DSHB # SC-71 | 1 :200 | IF |
| mouse IgM monoclonal anti-MHC type IIb | DSHB # BF-F3 | 1 :200 | IF |
| Alexa Fluor 350 IgG2b (y2b) goat anti-mouse | Invitrogen, A-21140 | 1:500 | IF |
| Alexa Fluor 488 IgG goat anti-rabbit | Invitrogen, A-11008 | 1:500 | IF |
| Alexa Fluor® 488 IgG2a goat anti-mouse | ThermoFisher, A-21131 | 1:500 | IF |
| Alexa Fluor 594 IgG1 (y1) goat anti-mouse | Invitrogen, A-21125 | 1:100 | IF |
| Alexa Fluor 594 IgG goat anti-rabbit | Invitrogen, A-11037, | 1∶500 | IF |
| Alexa Fluor IgG goat anti-rabbit | ThermoFisher, A-11011 | 1:500 | IF |

# *All primary antibodies targeting MHCs were purchased from the Developmental Studies Hybridoma Bank (DSHB, University of Iowa, IA). Table S3: Antibodies for immunoblotting

| **Antibody** | **Source / Product no.** | **Dilution** | **Analysis** |
| --- | --- | --- | --- |
| OXPHOS | Abcam #110413 | 1/500 | WB |
| OPA1 | Cell Signalling Technology # 80471 | 1/1000 | WB |
| DRP1 | Cell Signalling Technology # 14647 | 1/1000 | WB |
| VDAC | Cell Signalling Technology # 4661 | 1/1000 | WB |
| MFN2 | Cell Signalling Technology # 9482 | 1/1000 | WB |
| Retreg1 (FAM134B) | Cell Signalling Technology # 83414 | 1/1000 | WB |
| Akt | Cell Signalling Technology #9272 | 1/1000 | WB |
| Phospho-Akt (Ser473) | Cell Signalling Technology #9271 | 1/1000 | WB |
| GAPDH | Cell Signalling Technology #92218 | 1/1000 | WB |
| Goat anti rabbit IgG | Cell Signalling Technology # 7074 | 1/5000 | WB |
| Anti-mouse IgG | Cell Signalling Technology # 7076 | 1/5000 | WB |

**Table S4: List of primers for RT-qPCR**

|  | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- |
| *Bcl6* | GCCACAAGACTGTCCACACG | CTCTCCAGTGTGGATGAGCAC |
| *Mfn1* | GCTGTCAGAGCCCATCTTTC | CAGCCCACTGTTTTCCAAAT |
| *Mfn2* | ATGTTACCACGGAGCTGGAC | AACTGCTTCTCCGTCTGCAT |
| *Opa1* | ATACTGGGATCTGCTGTTGG | AAGTCAGGCACAATCCACTT |
| *Drp1* | TCAGATCGTCGTAGTGGGAA | TCTTCTGGTGAAACGTGGAC |
| *Fis1* | AAGTATGTGCGAGGGCTGT | TGCCTACCAGTCCATCTTTC |
| *Parkin* | CCTCTGTCATCTGGTGCCT | GCTAAGCGGTAAAGAAATCAA |
| *Pink1* | TCTCAAGTCCGACAACATCCT | TTGCCACCACGCTCTACAC |
| *Nix* | TCTTCCTTTCTCATGTGCTGG | GCTTTTCGTCTCCCTCAGTAG |
| *B-actin* | CATTGCTGACAGGATGCAGAAGG | TGCTGGAAGGTGGACAGTGAGG |
| *Socs2* | GCGCGTCTGGCGAAAGCCCT | GAAAGTTCCTTCTGGAGCCTCTT |
| *Igf-1* | GTGGATGCTCTTCAGTTCGTGTG | TCCAGTCTCCTCAGATCACAGC |
| *Tfam* | GCACCCTGCAGAGTGTTCAA | CGCCCAGGCCTCTACCTT |
| *Tfb1m* | TGCGTTTCAGTTTCGAAGGA | TCGAGGCGTTGTGCTTCAG |
| *Tfb2m* | TTTCCACTTGGTAAAGCATTGCT | ATCAACCGTACTCAGTGAACGTAA |
| *Cox2* | CCATAGGGCACCAATGATACTG | AGTCGGCCTGGGATGGCATC |
| *16S* | CCGCAAGGGAAAGATGAAAGAC | TCGTTTGGTTTCGGGGTTTC |
| *Cyclophilin:A Ppia* | ACACGCCATAATGGCACTGG | CAGTCTTGGCAGTGCAGAT |
| *Hexokinase 2* | GCCAGCCTCTCCTGATTTTAGTGT | GGGAACACAAAAGACCTCTTCTGG |
| *36b4* | AGATGCAGCAGATCCGCA | GTTCTTGCCCATCAGCACC |
| *Meg3* | CGGCTCACACCAGTCTTCCA | AGCAGGTACTCGAGCAGCAG |
| *18s* | GCGCTCATCTTTGCCGTAGT | CGATCCGAGGGCCTCACTA |

**Supplementary Figures**

**Figure S1: *Bcl6* does not alter glucose homeostasis.** (A) Body mass difference of M-*Bcl6* WT and M-*Bcl6* KO female mice at the indicated times. *n* = 5-13 per group. (B) Body mass of male M-*Bcl6* WT and M-*Bcl6* KO mice at 1 year of age. *n* = 11-17 per group. (C) Body mass of female M-*Bcl6* WT and M-*Bcl6* KO mice at 1 year of age. *n* = 12-16 per group. (D) Glucose tolerance test (GTT) (left) and area under the curve (AUC) (right) and (E) insulin tolerance test (ITT) and AUC in male M-*Bcl6* WT and M-*Bcl6* KO mice at 15-18 weeks of age. *n* = 4-5 per group. (F) GTT (left) and AUC (right) and (G) ITT (left) and AUC (right) in female M-*Bcl6* WT and M-*Bcl6* KO mice at 15-18 weeks of age. *n* = 4-6 per group. (H) GTT (left) and AUC (right) and (I) ITT (left) and AUC (right) in female M-*Bcl6* WT and M-*Bcl6* KO mice at 1 year of age. *n* = 5-10 per group. (J) GTT (left) and AUC (right) and (K) ITT (left) and AUC (right) in male M-*Bcl6* WT and M-*Bcl6* KO mice at 1 year of age. *n* = 5-13 per group. Data from A, D-K were analyzed with two-way ANOVA, and corrections for multiple comparisons were performed with the two-stage step-up method of Benjamini, Krieger, and Yekutieli (∗p < 0.05 and q < 0.1). Data in B and C were analyzed with paired two-tailed Student’s *t*-test (*p < 0.05 and **p < 0.01). Data are presented as mean ± SEM.

**Figure S2: *Bcl6* regulates muscle mass and strength.** (A) Tissue mass of various muscle groups from female M-*Bcl6* WT and M-*Bcl6* KO mice at 10-12 weeks of age and (B) normalized to body mass. *n* = 7-15 per group. (C) Tissue mass of liver, subcutaneous white adipose tissue (sWAT), epididymal white adipose tissue (eWAT), brown adipose tissue (BAT), spleen, pancreas, heart, and lung from male M-*Bcl6* WT (*n =* 8) and M-*Bcl6* KO (*n* = 8) mice and (D) female M-*Bcl6* WT (*n =* 15) and M-*Bcl6* KO (*n* = 8) mice. (E) Tissue mass of various muscle groups from male M-*Bcl6* WT and M-*Bcl6* KO mice at 1 year of age. Normalized data are shown as percent of M-*Bcl6* WT. *n* = 6 per group. (F) Tissue mass of various muscle groups from female M-*Bcl6* WT and M-*Bcl6* KO mice at 1 year of age. Normalized data are shown as percent of M-*Bcl6* WT. *n* = 7-9 per group. (G) Absolute forelimb grip strength measured in female M-*Bcl6* WT and M-*Bcl6* KO mice at 8 weeks of age. *n* = 15-21 per group. (H) Forelimb grip strength normalized per body mass measured in male M-*Bcl6* WT (*n =* 13) and M-*Bcl6* KO (*n* = 14) mice and (I) female M-*Bcl6* WT (*n =* 15) and M-*Bcl6* KO (*n* = 8) mice at 8 weeks of age. (J) Absolute forelimb grip strength (left) and normalized per body mass (right) measured in male M-*Bcl6* WT and M-*Bcl6* KO mice at 1 year of age. *n* = 8-12 per group. (K) Absolute forelimb grip strength (left) and normalized per body mass (right) measured in female M-*Bcl6* WT and M-*Bcl6* KO mice at 1 year of age. *n* = 10-15 per group. Data in A, B, C, D, E and F were analyzed with two-way ANOVA, and corrections for multiple comparisons were performed with the two-stage step-up method of Benjamini, Krieger, and Yekutieli (∗p < 0.05 and q < 0.1). Comparisons in G-K were performed using unpaired two-tailed Student’s *t*-tests (*p < 0.05 and **p < 0.01). Data are presented as mean ± SEM (with individual data points).

**Figure S3: Top upregulated and downregulated biological processes in M-*Bcl6* KO mice.** Top upregulated (left) and downregulated (right) biological processes in M-*Bcl6* KO mice obtained using snRNA-seq data in the (A) Type IIb-1 myonuclear cluster, (B) Type IIb-2 myonuclear cluster, (C) Type IIa/IIx-1 myonuclear cluster and (D) Type IIa/IIx-2 myonuclear cluster.

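The list of 40 muscle development genes was also read in each myonuclear cluster with at least 100 nuclei of each library, over its genes with at least 20 UMIs there. In cluster 0 the median log2 ratio of 39 genes was 0.19, at percentile 99.84 of the matched random lists. In cluster 1 the median of 39 genes was 0.05, at percentile 98.69. The type IIb-like clusters 2 and 3 gave 0.11 at percentile 99.87 and 0.04 at percentile 87.76, each over 36 genes. Cluster 5 gave 0.13 over 36 genes, at percentile 98.64. With genes of at least 100 UMIs, the median in cluster 3 became −0.12 over 29 genes, at percentile 31.36, and that in cluster 5 became 0.017 over 28 genes, at percentile 85.55. Clusters 0, 1 and 5 carry no fibre type's name here, so they are not matched one by one to the type IIa/IIx clusters of Figure S3. With 1 library per genotype the percentiles describe these libraries only.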

**Figure S4: Loss of *Bcl6* increases the expression of lncRNA in the Dlk1-Dio3 locus.** (A) UMAP plot of the myonuclear gene expression of *Meg3* in 6-week-old male M-*Bcl6* WT and M-*Bcl6* KO mice derived from snRNA-seq data. (B) Quantification of mRNA expression of *Meg3* in various muscle of 8-week-old male M-*Bcl6* WT and M-*Bcl6* KO mice assessed by RT-qPCR. *n =* 4-8 per group. (C) Quantification of mRNA expression of *Meg3* in quadricep muscle of 4-week-old female M-*Bcl6* WT and M-*Bcl6* KO mice assessed by RT-qPCR. *n* = 3-4 per group. (D) snATAC-seq data showing increased chromatin accessibility for *Meg3* in 6-week-old male M-*Bcl6* WT vs M-*Bcl6* KO mice*.* (E) UMAP plot of the myonuclear gene expression of *Rian* in 6-week-old male M-*Bcl6* WT and M-*Bcl6* KO mice derived from snRNA-seq data. (F) UMAP plot of the myonuclear gene expression of *Mirg* in 6-week-old male M-*Bcl6* WT and M-*Bcl6* KO mice derived from snRNA-seq data.

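By myonuclear cluster, the log2 ratio of *Meg3* was lowest in the type IIb-like cluster 2, at 4.75 (95% interval 4.68 to 4.83), and highest in cluster 0, at 8.42 (8.06 to 8.81). That of *Rian* ran from 5.2 (5.01 to 5.4) in cluster 1 to 7.04 (6.34 to 7.85) in cluster 0. *Mirg* had 2 UMIs in cluster 0 of the library labelled WT and 219 in the library labelled KO, a log2 ratio of 6.76 (4.89 to 9.81), and 4.77 (4.47 to 5.08) in cluster 2. Grouped by the *Myh* gene with most UMIs, 704 nuclei of the library labelled WT and 611 of the library labelled KO had *Myh4*. There, *Meg3* rose from 2679 to 74415 UMIs, a log2 ratio of 5.32 (5.27 to 5.38). In the 1394 and 1659 nuclei with *Myh1* or *Myh2*, it rose from 206 to 81558 UMIs, a log2 ratio of 8.55 (8.35 to 8.75). The higher ratio goes with a lower level in the library labelled WT, at 38.1 against 1074 CPM. From the higher *Meg3*, *Rian* and *Mirg*, the paper proposes a regulatory role of *Bcl6* in select long noncoding RNAs.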

** Figure S5: Loss of *Bcl6* increases glycogen content but does not affect intramyocellular lipid levels**. (A) Muscle glycogen quantification using a predefined grading system (1-5), analyzed from electron micrographs of M-*Bcl6* WT and KO GAS muscle. (B) Triglyceride content in the gastrocnemius (GAS) muscle in 20-week-old male M-*Bcl6* WT and M-*Bcl6* KO mice. *n* = 4-5 per group. Comparisons in A and B were performed using unpaired two-tailed Student’s *t*-tests (*p < 0.05 and **p < 0.01). Data are presented as mean ± SEM (with individual data points).

**Figure S6: Uncropped western blot images.**

How the deposited data were processed for this re-analysis (not part of the article)

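Nuclei from the right and left TA muscles of 2 male mice per genotype, 6 weeks old, were sorted by flow cytometry and pooled into 1 library labelled M-*Bcl6* WT and 1 library labelled M-*Bcl6* KO. The authors deposited UMI counts per gene and called barcode, made with Cell Ranger 7.0.0 and not normalized, from before the filters of the paper's methods. The counts are whole numbers. The genome build and the counting of intronic reads are not named in the paper's text. The methods name a 10x Chromium 3′ gene expression kit and the sample labels name the 10x Multiome kit. Coordinates are from GENCODE M21 (GRCm38), which holds 32158 of the gene identifiers. The libraries shared 6 barcode sequences.

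The deposited UMIs were 11974138 in the library labelled WT and 12026013 in the library labelled KO, and 11430179 and 11473097 were kept. Myonuclei held 8864309 and 9655247 UMIs. At this depth, the log2 ratio of *Mirg* had a 95% interval from 5.30 to 5.78 on 152 UMIs in the library labelled WT, and that of *Retreg1* one from 0.96 to 1.03 on 11739.

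Nuclei were kept with at least 200 genes, at most 5000 genes and a mitochondrial share of at most 5%. Doublets were scored with Scrublet in scanpy 1.11.5, and the highest scores were removed at 0.8% per 1000 barcodes. The threshold that Scrublet sets by itself marked 7 and 2 nuclei and was not used. Doublets were not called with DoubletFinder and libraries were not joined with Harmony, which the paper used. Seurat 5.3.0 in R 4.3.3 log-normalized the counts, took 2000 variable genes by the vst method and 30 principal components, integrated the 2 libraries by RPCA anchors and clustered at resolution 0.5. The clustering was then repeated without the 850 genes whose CPM in myonuclei differed 2-fold or more between the libraries. Sums, ratios and intervals were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and TMM factors in edgeR 4.0.16. Random steps used seed 1.

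The marker lists, the list of 40 muscle development genes, the RT-qPCR panel of 11 mitochondrial genes, the filters, the alternatives and the rule for named genes were set before the data were examined. The rule names the 11 genes that the paper names from these data, and the 10 highest and 10 lowest log2 ratios in myonuclei. The latter were taken among genes with at least 200 UMIs in the 2 libraries together and with the same direction in every myonuclear cluster that has at least 100 nuclei of each library. Of 6983 genes with enough UMIs, 2295 met it. With the paper's genes left out, 7 of the highest and 10 of the lowest remained.

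The rule that names clusters was changed after the clusters had been seen, and 3 versions were tried. The large classes were named alike by the first and the last version. In the last, a class needed at least 3 detected markers and, for a myonuclear cluster, at least 1 of its own markers among the 10 genes that set the cluster apart. In an alternative, a nucleus was called a myonucleus when the 10 myonuclear markers held at least 1% of its UMIs, and otherwise took the class with most marker UMIs.

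With 1 library per genotype, no test was run between genotypes, nuclei were not used as replicates and no count of changed genes was made. The paper's Wilcoxon test over nuclei was not repeated for that reason. UMI sums carry exact Poisson intervals, shares carry exact Clopper-Pearson intervals and log2 ratios carry exact intervals conditional on the total, all at 95% and for counting error only. Shares of nuclei with a UMI were computed after thinning each nucleus to 1000 UMIs. The muscle development list was placed among 10000 random lists matched on expression, each gene drawn from those within 50 places of it, on either side, when genes with at least 20 UMIs are ordered by expression. The gene ontology enrichment was not repeated.

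The comparison of myonuclei was tested on simulated data in which 200 of 6983 genes were changed. In the first draw, 90.0% of the changed genes fell within their 95% interval. After that value was seen, further draws were added to make 20, over which the mean was 95.0% with a range from 90.0 to 97.5%. Unchanged genes fell within it in 95.4%. The median absolute error was 0.068 on the log2 scale and the direction was right in 100% of the changed genes.

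Alternatives were no doublet removal, a mitochondrial share of at most 1% or no limit, at least 500 genes, at most 3000 genes, clustering with all variable genes, no integration, resolution 1.0, assignment by marker UMIs, thinning, means over nuclei, TMM and median-of-ratios scaling, all nuclei, clusters weighted equally, and a list minimum of 100 UMIs. An alternative chosen after seeing the data read *Bcl6* in the non-muscle classes with nuclei assigned by their own markers. Lists of clock genes, STAT5 targets and imprinted genes, and the genes of the Dlk1-Dio3 region, served the tests in the closing section. Free RNA from myonuclei was predicted from the share of myonuclear marker RNA found in each class. That prediction was first read from the median marker alone. The quartiles over the 10 markers and the rise of a partner gene were added after its result was seen, which changed the reading for MuSC-like and for pericyte- or smooth muscle-like nuclei. For gene length, a percentile limit that had not been set in advance was dropped, and the reading rests on whether matched genes fell as much. For a few nuclei carrying most UMIs, the ratio without these nuclei replaced a limit on their share. The readings of self-repression and of a common loss were widened to every single class and to the assignment by marker UMIs, all after their results were seen. For the chromosome regions and the imprinted genes, a count of genes below the limits of the raised genes replaced a median, also after the results were seen. The snATAC-seq data, RT-qPCR, immunoblots and all other experiments were not analysed here, and 1 gene of the RT-qPCR panel is not reported here.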

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

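The tests on a few nuclei carrying most UMIs and the test on the markers of the leading class were chosen only after the result was seen, whereas the test on genes led by myonuclei was chosen earlier.

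The rule for named genes gave 17 genes that the paper does not discuss. Their level in myonuclei of the library labelled KO differs from that of the library labelled WT by more than counting error. Against the median of all genes, none of these is explained by the general shift, and no replicate shows how far mice differ. Higher in the library labelled KO were *Tnc*, with a log2 ratio of 8.22 (95% interval 6.99 to 9.84; 5 to 1622 UMIs), *Rtl1*, with 6.57 (5.64 to 7.71), and *B830012L14Rik*, with 6.42 (6.20 to 6.65). *Mertk* followed at 5.83 (4.90 to 6.97), *Kcnb2* at 4.81 (3.91 to 5.89), *Gm34081* at 4.63 (3.87 to 5.52) and *Thsd4* at 4.13 (3.54 to 4.79). Lower were *Kcnq5* at −3.18 (−3.32 to −3.03), *Smoc2* at −3.11 (−3.70 to −2.57), *Gm20125* at −2.75 (−3.17 to −2.36), *Nrp1* at −2.52 (−2.71 to −2.35) and *Il15* at −2.46 (−2.78 to −2.14). The others were *Grb14* at −2.37 (−2.88 to −1.88), *Agbl1* at −2.33 (−2.39 to −2.28), *Sema6d* at −2.32 (−2.76 to −1.91), *Irak2* at −2.05 (−2.38 to −1.73) and *Flvcr1* at −2.03 (−2.13 to −1.93).

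A few nuclei with very high counts could make such a ratio. The 1% of nuclei with most UMIs held 72.2% of the *Kcnb2* UMIs of the library labelled KO and 52.4% of the *Smoc2* UMIs of the library labelled WT, so these nuclei give part of the 2 ratios. With these nuclei left out of that library only, the log2 ratio was 2.98 (2.03 to 4.10) for *Kcnb2* and −2.06 (−2.68 to −1.48) for *Smoc2*, a size of at least 2.06, which argues against these nuclei as the whole cause. In the other genes that share was at most 37.8%, in *Gm20125*, which argues against it.

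Free RNA from another nuclear class could also differ between the libraries. For 8 of the genes, the myonuclei held the highest CPM of any class in the library in which the gene is higher, which argues against it. In the other library this need not hold. *B830012L14Rik* had 18.8 CPM in myonuclei of the library labelled WT and 279 in its MuSC-like nuclei. The other 9 were led by another class, such as the tenocyte-like nuclei for *Tnc* (585 CPM in the library labelled WT and 281 in the library labelled KO). In myonuclei, the summed markers of these leading classes changed by at most 0.94 on the log2 scale (0.33 to 1.57, tenocyte-like), less than any of the 9 genes. With all nuclei pooled, classes in which the genes are high weigh in, and the log2 ratio of *Mertk* was 1.19, that of *Thsd4* 0.65, that of *Tnc* 3.57, that of *Kcnb2* 1.66 and that of *Smoc2* −1.21. In the same pool *Nrp1* was −1.27, *Il15* −1.42, *Irak2* −1.45, *Sema6d* −1.18 and *B830012L14Rik* 4.91. With nuclei assigned by their own markers, *Mertk* was 3.22 and *Thsd4* 0.96. For *Thsd4* this lies within the interval given above for the tenocyte-like markers, but that interval was computed over the myonuclei of the clustering. The assignment by own markers called 2532 nuclei of the library labelled WT myonuclei, against 2415 by clustering. In that library *Thsd4* had 656 CPM in MuSC-like nuclei and 2.71 in clustered myonuclei. Free RNA and nuclei that changed class thus cannot be told apart for *Thsd4* there. With clusters weighted equally, *Sema6d* was −0.31, *Kcnq5* −1.58 and *Thsd4* 2.64, so these 3 depend on the weight of the clusters. *Sema6d* was led by pericyte- or smooth muscle-like nuclei, whose markers summed over myonuclei changed by −0.26 (−0.34 to −0.18). Its −0.31 lies within that interval, but the interval comes from pooled myonuclei and not from equally weighted clusters. In the 5 myonuclear clusters with at least 100 nuclei of each library, the log2 ratio of *Sema6d* ran from −4.02 to −1.97. The −0.31 thus depends on the small MTJ-like and NMJ-like clusters, and the comparison does not settle free RNA for *Sema6d*.

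*Rtl1*, *B830012L14Rik* and *Gm34081* lie on chromosome 12 beside *Meg3*, between 109493529 and 109702587, so they are not independent of the rise of *Meg3*, *Rian* and *Mirg*. A response to the genotype remains as a hypothesis, and the size of the log2 ratio depends on the setting. The values above are examples, and other genes of the list moved under some settings too. It was found and tested on the same data, and a difference between the pools of 2 mice that has nothing to do with *Bcl6* stays open and untested.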

How the results depend on the processing

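The alternative that reads *Bcl6* in non-muscle classes with nuclei assigned by their own markers was chosen after seeing the data, and so only after the result was seen. It gave 6 values, and no other alternative was added. In all, 92 results were recomputed under the alternatives that apply to them, which gave 440 values. Of these, 321 moved by less than the counting interval, 116 moved by more and 3 changed sign. The cause was not tested for any of them, apart from what an alternative's own construction shows.

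No paired analysis was possible because each condition has 1 library and the labels share only a replicate number. Leaving out a replicate was not possible for the same reason.

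The 3 changes of sign were small values. The list of muscle development genes in cluster 3 became −0.12 with at least 100 UMIs, over fewer genes. *Mirg* in FAP-like nuclei became −0.013 with nuclei assigned by their own markers. *Bcl6* in MuSC-like nuclei became −0.27 (−1.02 to 0.47) under that assignment, the alternative chosen after seeing the data, on 39 and 28 UMIs.

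With TMM scaling, the log2 ratio in myonuclei was 1.12 for *Retreg1*, 5.85 for *Meg3*, 5.91 for *Rian*, −0.62 for *Vdac1*, −0.46 for *Cox16*, −0.86 for *Bnip3* and 1.7 for *Bcl6*, and the list median in cluster 2 was 0.30. With median-of-ratios scaling it was 1.12 for *Retreg1*, 5.85 for *Meg3*, 5.91 for *Rian*, −0.62 for *Vdac1*, −0.46 for *Cox16*, −0.86 for *Bnip3* and 1.7 for *Bcl6*. Both apply 1 factor to every gene.

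Over all nuclei, it was 1.11 for *Retreg1*, 4.52 for *Meg3*, 4.88 for *Rian*, 4.75 for *Mirg*, −0.59 for *Vdac1*, −0.46 for *Cox16*, −0.84 for *Bnip3* and 1.50 for *Bcl6*. With clusters weighted equally it was 2.04 for *Socs2*, 1.09 for *Retreg1*, 5.24 for *Meg3*, 5.11 for *Rian* and −0.84 for *Bnip3*. Thinned to 1000 UMIs it was 2.57 for *Socs2*, 1.05 for *Retreg1*, 5.83 for *Meg3*, 5.94 for *Rian* and −0.66 for *Cox16*. As the mean of per-nucleus values it was 1.04 for *Retreg1*, 5.59 for *Meg3* and 5.10 for *Mirg*.

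With nuclei assigned by their own markers, myonuclei made up 68.9% of the library labelled WT and 80.7% of the library labelled KO, *Meg3* was 5.52, *Rian* 5.57 and *Meg3* over all non-muscle nuclei 0.45. With at least 500 genes, myonuclei made up 67.4% of the library labelled WT. Without doublet removal, *Meg3* over all non-muscle nuclei was 1.09.

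The difference in UMI share between the libraries, as KO minus WT, became −6.57 percentage points for *Myh4*, −3.19 for *Myh1* and 9.06 for *Myh2* as the mean of per-nucleus shares. Thinned, it was −8.55 for *Myh1* and 10.2 for *Myh2*, and without doublet removal −9.05 for *Myh1*.

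The other 67 values that moved belong to 37 results, and they kept their direction. FAP-like nuclei have no value at resolution 1.0, without doublet removal or with at least 500 genes, because the top genes of their cluster held more markers of another class than their own there.

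Depth limits the classes with few UMIs. *Mirg* in cluster 0 rests on 2 UMIs in the library labelled WT.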

Differences from the paper's values

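No test is reported in this part, so none was chosen after the result was seen.

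FAP-like nuclei made up 8.42% (95% interval 7.57 to 9.33) of the library labelled KO, against the paper's about 5.2% in Fig. 3D, read by eye. Of the alternatives set before the data were examined, clustering with all variable genes gave 8.44%, no integration 8.42% and assignment by marker UMIs 8.11%. None of these closed the gap, and the others gave no value for this class. The names of the clusters were rebuilt here, so the classes need not hold the same nuclei as the paper's.

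The paper states that muscle tissue development ranked among the top downregulated processes in all myonuclear fractions. The list of 40 muscle development genes had a median log2 ratio of 0.17 over all myonuclei, with 15 of 40 genes below 0. By cluster the median was 0.19 in cluster 0, 0.05 in cluster 1, 0.11 in cluster 2, 0.04 in cluster 3 and 0.13 in cluster 5. The median in cluster 3 was −0.12 with genes of at least 100 UMIs, the only setting and cluster run here in which it was below 0, and with that minimum cluster 5 was at 0.017. The list is not the gene ontology term of the paper, and a term found among selected genes need not have a lower median.

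The paper states that fibre type composition of the myonuclei shows no noticeable difference. The UMI share of *Myh2* was 12.2% in the library labelled WT and 24.2% in the library labelled KO, and *Myh2* was the main *Myh* gene in 11.1% and 21.1% of nuclei. As the mean of per-nucleus shares, the difference for *Myh2* was 9.06 percentage points. The paper names clusters that join type IIa and IIx (Figure S3), and the UMI share of *Myh4* was 18.4% and 15.1%. *Myh4* was the main *Myh* gene in 33.5% and 26.7% of nuclei. As the mean of per-nucleus shares, its difference was −6.57 percentage points. The paper also found fibre type proportions unchanged by myosin immunolabelling after *Bcl6* knockdown (Figure 2E–F), which these counts do not test.

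The paper states that nuclear composition shows no striking change. The share of myonuclei was 65.7% of 3674 nuclei in the library labelled WT and 78.3% of 3945 in the library labelled KO, with 1 library per genotype and no replicate. Shares read by eye from Fig. 3D were also lower in the paper's KO than in its WT. Endothelial nuclei went from 6.1% to 3.3%, MuSC from 5.4% to 3.2% and macrophages from 2.7% to 1.7%. Pericyte or smooth muscle nuclei went from 4.4% to 2.1%, FAP from 14% to 5.2% and tenocytes from 1.9% to 1.3%. These classes went the same way here, so the difference is from the paper's wording and not from the direction in its figure.

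The paper finds *Bcl6* mRNA lower in muscle of M-*Bcl6* KO mice by RT-qPCR (Figure 1D). The UMIs counted over the whole gene gave a log2 ratio of 1.58 (1.50 to 1.67) in myonuclei, which goes the other way. The RT-qPCR primers lie in exons 7 and 9 of transcript Bcl6-201, and the UMIs carry no position within the gene.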

Other observations

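The tests on the clock genes and on gene length were set up before their results, but the 6 clock genes summed and the reading for gene length were chosen only after the result was seen. The other tests in this part were chosen only after the result was seen: the regions around *Bcl6* and Dlk1-Dio3, swapped labels, RNA from another class and self-repression for *Bcl6*, free RNA for *Bcl6*, *Meg3* and *Socs2*, STAT5 targets, *Myh7*, the loss of non-muscle nuclei, scaling, imprinted genes and fibre type.

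*Bcl6* had more UMIs in myonuclei of the library labelled KO, with a log2 ratio of 1.58. Swapped labels would place *Socs2* lower in that library, since the paper finds it raised by RT-qPCR in quadriceps of other mice, but its log2 ratio was 2.42 (2.30 to 2.54). The paper also reports *Meg3* higher and *Igf1* lower by RT-qPCR in other mice. Here they gave 5.73 (5.68 to 5.78) and −1.17 (−1.64 to −0.72), which go with the labels too. Among its other RT-qPCR genes, *Bcl6* itself goes the other way. *Tfam* (0.22), *Mfn1* (0.15) and *Tfb2m* (0.08), lower in the paper, lay slightly above 0. RNA from another class is argued against by the highest level in any other class, 356 CPM in MuSC-like nuclei, below the 487 to 516 CPM of the myonuclei. Of the 26 expressed genes within 5 Mb, with log2 ratios from −0.96 to 2.28 and a median of −0.13, 25 had an upper limit below the lower limit of *Bcl6*, which argues against a change of the whole region by as much. *Lpp* (0.71), *Trp63* (0.72) and *P3h2* (2.28), the next 3 of these genes on 1 side of *Bcl6*, were higher, so a change of that part stays open. A loss of self-repression with the rest of the gene still transcribed and counted asks for a rise in every large myonuclear cluster that is greater than in the other classes. The lowest cluster had 0.82 (0.69 to 0.96), above the upper limit of 0.65 over the non-muscle nuclei (0.43, 0.20 to 0.65). It is not set apart from single classes, with 0.54 (0.22 to 0.85) in FAP-like nuclei, 0.81 (−0.13 to 1.77) in pericyte- or smooth muscle-like nuclei and 0.81 (−1.16 to 2.86) in endothelial-like nuclei, the last on 5 and 6 UMIs. MuSC-like nuclei gave 0.32 (−0.18 to 0.80), and −0.27 (−1.02 to 0.47) with nuclei assigned by their own markers, an alternative chosen after seeing the data. Free RNA from myonuclei, predicted from myonuclear marker RNA, would raise *Bcl6* by 28.9 CPM over the non-muscle nuclei, where it rose by 45.2 (11.7 to 79.3). In FAP-like nuclei 14.6 CPM was predicted and 71.7 (12.5 to 132) observed. Both predictions lie within these intervals, so free RNA is a candidate for the rise outside myonuclei. Self-repression thus stays open, and whether the UMIs lack the floxed exons was not tested, since the counts carry no position.

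*Meg3* was also higher in the non-muscle nuclei of the library labelled KO, with a log2 ratio of 0.67 (0.61 to 0.72) over all of them. Free RNA from myonuclei, predicted from the share of myonuclear marker RNA in each class, would raise *Meg3* by 537 CPM in endothelial-like nuclei, where it rose by 461. *Rian* rose by 120.1 CPM there, against 122 that this source would bring, so free RNA stays a candidate explanation. The same holds for pericyte- or smooth muscle-like nuclei, with 1151 CPM predicted and 1605 observed, within the upper quartile of 2194 over the markers, and with *Rian* up by 416 against 424. The log2 ratio of *Meg3* in that class, 1.18, was 0.37 with nuclei assigned by their own markers and 1.93 without doublet removal. In FAP-like nuclei, 723 CPM was predicted and 1169 observed, within the upper quartile of 1436 over the markers. *Rian* rose there by 77.5, with an upper limit of 178, below the 241 that free RNA would need at least. In MuSC-like nuclei, 2165 CPM was predicted and 1759 observed, but *Rian* rose by 16.3, with an upper limit of 274, below the 317 needed. The values of *Rian* argue against free RNA as the whole cause in those 2 classes. The argument for MuSC-like nuclei depends on the doublets being removed, since without that the log2 ratio of *Rian* there was 1.59, and with nuclei assigned by their own markers it was 0.76. In macrophage-like nuclei *Meg3* went from 6 to 303 UMIs, a log2 ratio of 6.08 (4.94 to 7.54). The rise was 2294 CPM against 1956 predicted, within the upper quartile of 3337 over the markers. *Rian* rose by 676 there, against 606 that free RNA would bring, so free RNA stays a candidate there too. With nuclei assigned by their own markers the log2 ratio of *Meg3* was 3.53 (2.17 to 5.24), from 37.2 to 430 CPM on 5 and 35 UMIs. Without doublet removal it was 5.11, so the size of this rise of *Meg3* depends on how these nuclei are called. A difference between the pools of mice stays open and untested.

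*Socs2* had 135 UMIs over the non-muscle nuclei of the library labelled WT and 284 in the library labelled KO, a log2 ratio of 1.57 (1.27 to 1.88). In MuSC-like nuclei it was 2.63 (1.80 to 3.55). The Cre transgene is described in the paper as exclusive to skeletal muscle cells. Free RNA from myonuclei would raise *Socs2* by 24.3 CPM over the non-muscle nuclei, with an upper quartile of 30.9 over the markers, and the observed rise was 104 (76.3 to 131). The *Meg3* rise that would come with it is at least 5018 CPM, and 1264 was observed, so free RNA is argued against as the whole cause. For a circulating signal through STAT5, the summed UMIs of *Cish*, *Socs3*, *Pim1* and *Igf1* had a log2 ratio of 0.14 (−0.10 to 0.38) over the non-muscle nuclei, so together these 4 genes did not rise as much as *Socs2*. There, *Igf1* gave 0.02 (−0.27 to 0.32) on 232 and 167 UMIs, most of the sum, *Pim1* 0.42 (−0.066 to 0.90), *Cish* −0.043 (−1.30 to 1.15) on 16 and 11 UMIs and *Socs3* 0.98 (−0.89 to 2.98) on 5 and 7. This does not settle the question, because in myonuclei, where *Cish* rose with *Socs2* at 2.99 (2.58 to 3.42), *Pim1* fell at −0.48 and *Igf1* at −1.17, so these 2 do not follow the others, and *Cish* and *Socs3* have few UMIs outside myonuclei. A STAT5 response and a difference between the pools of mice cannot be told apart here.

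*Myh7* had more UMIs in the library labelled KO. Of its 326 UMIs there, 317 (97.2%) lay in 19 nuclei with *Myh7* as their main *Myh* gene. A general shift of fast myonuclei towards *Myh7* would spread them over other nuclei, so it is argued against. A few nuclei of slow fibres in the dissected muscle stay open, as an effect of sampling or of genotype.

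Non-muscle classes held lower shares of the library labelled KO. The ratio of shares was 0.540 (0.432 to 0.674) for endothelial-like, 0.601 (0.430 to 0.836) for macrophage-like, 0.632 (0.548 to 0.728) for FAP-like, 0.636 (0.503 to 0.801) for MuSC-like, 0.685 (0.535 to 0.876) for pericyte- or smooth muscle-like and 0.931 (0.619 to 1.40) for tenocyte-like nuclei. Lymphatic endothelial-like nuclei gave 0.508 (0.154 to 1.50). The interval excluded the pooled ratio of 0.634 in 0 of the 7 classes, as a common loss of non-muscle nuclei in 1 library asks for. With nuclei assigned by their own markers, tenocyte-like nuclei numbered 16 and 29, a ratio of 1.69 (0.887 to 3.33), which excludes the pooled ratio of 0.626 under that assignment. Whether the loss is common to all classes thus depends on how tenocyte-like nuclei are called, and it stays open. A difference in release or sorting of nuclei and the genotype cannot be told apart as its source.

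Clock genes differed between the libraries. In myonuclei the log2 ratio was −2.03 (−2.49 to −1.59) for *Dbp*, −1.28 (−1.43 to −1.12) for *Per3*, −1.76 for *Ciart* and −0.91 for *Tef*, while *Arntl* had 0.80 and *Clock* 0.63. The 6 genes of the list with the clearest fall gave −1.01 (−1.07 to −0.94) when summed over myonuclei. Over the non-muscle nuclei the same 6 genes gave 0.11 (−0.10 to 0.31), on 452 and 345 UMIs. Collection at different times of day would move both alike only if the clock ran alike in every class, which was not tested. The 6 genes were picked for their fall in myonuclei, so their flat sum elsewhere cannot exclude it. Single classes can also differ from the sum over non-muscle nuclei. *Arntl*, outside the 6 genes, gave −0.64 (−1.04 to −0.24) in FAP-like nuclei and 1.21 (0.26 to 2.21) in MuSC-like nuclei. A change of the clock within myonuclei is a hypothesis, and a difference in collection time stays open.

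*Vdac1*, *Cox16* and *Bnip3* were lower in myonuclei. Among 200 genes matched on length and expression, they lay at percentiles 7.5, 6.0 and 3.5, and the matched genes had medians of −0.19, −0.11 and −0.13, so gene length is argued against as the whole cause. With the median of all genes set to 0, the highest upper limit of the 3 was −0.36, so scaling by total UMIs is argued against too. Across 6979 genes, which are not independent, the Spearman correlation of log2 ratio with gene length was −0.036. Under each scaling tried the 3 genes were lower.

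The paper measured a panel of mitochondrial genes by RT-qPCR in quadriceps, of which 10 are given here. In TA myonuclei, the log2 ratio was −0.61 (−0.77 to −0.45) for *Dnm1l*, −0.40 (−0.78 to −0.023) for *Tfb1m* and −0.35 (−0.48 to −0.22) for *Opa1*. It was −0.20 for *Fis1*, −0.17 for *Bnip3l*, −0.14 for *Pink1* and −0.13 for *Mfn2*, which is close to the median of all genes (−0.15), and above 0 for *Tfam* (0.22), *Mfn1* (0.15) and *Tfb2m* (0.08). The median over the 10 genes was −0.16, or −0.037 with TMM scaling. *Igf1*, which the paper also measured in quadriceps, had 126 UMIs in the library labelled WT and 61 in the library labelled KO, a log2 ratio of −1.17 (−1.64 to −0.72). *Ppargc1a*, named here after its value was seen, had 1.69 (1.65 to 1.73).

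For *Meg3*, *Rian* and *Mirg*, 16 of the 16 expressed imprinted genes at other loci had an upper limit below the lowest lower limit of the 3 genes, 5.30, which argues against a change of imprinted genes in general by as much. Their log2 ratios went both ways, from −1.78 to 1.64 with a median of 0.049, and the interval lay above the median of all genes in 10 and below it in 4. A smaller change of imprinted genes thus stays open. Of the 23 expressed genes within 2 Mb outside the interval from *Dlk1* to *Dio3*, with log2 ratios from −0.85 to 0.61, 23 had an upper limit below 5.30, which argues against a change of the whole region by as much. The smallest log2 ratio of *Meg3*, *Rian* and *Mirg* in nuclei grouped by main *Myh* gene was 5.32, in nuclei with *Myh4*, which argues against a response of 1 fibre type. *Dlk1* had 1 UMI in myonuclei of the library labelled WT and 17 in the library labelled KO, a log2 ratio of 3.96 (1.29 to 9.35). *Dio3* had 0 and 2, too few for a ratio. A response of this locus to the genotype is a hypothesis found on the same data. The paper also reports higher *Meg3* by RT-qPCR in muscles of other M-*Bcl6* KO mice (Figure S4). For *Meg3*, that argues against a difference limited to these pools of mice as the whole cause. These counts cannot test such a difference, since each genotype has 1 library, and for the other genes of the locus it stays open.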
